# Transcriptional Response of *Streptomyces coelicolor* to Rapid Chromosome Relaxation or Long-Term Supercoiling Imbalance

**DOI:** 10.3389/fmicb.2019.01605

**Published:** 2019-07-11

**Authors:** Marcin Jan Szafran, Martyna Gongerowska, Tomasz Małecki, Marie Elliot, Dagmara Jakimowicz

**Keywords:** TopA, DNA supercoiling, *Streptomyces*, *Streptomyces coelicolor*, gene regulation, topoisomerase

## Abstract

Negative DNA supercoiling allows chromosome condensation and facilitates DNA unwinding, which is required for the occurrence of DNA transaction processes, i.e., DNA replication, transcription and recombination. In bacteria, changes in chromosome supercoiling impact global gene expression; however, the limited studies on the global transcriptional response have focused mostly on pathogenic species and have reported various fractions of affected genes. Furthermore, the transcriptional response to long-term supercoiling imbalance is still poorly understood. Here, we address the transcriptional response to both novobiocin-induced rapid chromosome relaxation or long-term topological imbalance, both increased and decreased supercoiling, in environmental antibiotic-producing bacteria belonging to the *Streptomyces* genus. During the *Streptomyces* complex developmental cycle, multiple copies of GC-rich linear chromosomes present in hyphal cells undergo profound topological changes, from being loosely condensed in vegetative hyphae, to being highly compacted in spores. Moreover, changes in chromosomal supercoiling have been suggested to be associated with the control of antibiotic production and environmental stress response. Remarkably, in *S. coelicolor*, a model *Streptomyces* species, topoisomerase I (TopA) is solely responsible for the removal of negative DNA supercoils. Using a *S. coelicolor* strain in which *topA* transcription is under the control of an inducible promoter, we identified genes involved in the transcriptional response to long-term supercoiling imbalance. The affected genes are preferentially organized in several clusters, and a supercoiling-hypersensitive cluster (SHC) was found to be located in the core of the *S. coelicolor* chromosome. The transcripts affected by long-term topological imbalance encompassed genes encoding nucleoid-associated proteins, DNA repair proteins and transcriptional regulators, including multiple developmental regulators. Moreover, using a gyrase inhibitor, we identified those genes that were directly affected by novobiocin, and found this was correlated with increased AT content in their promoter regions. In contrast to the genes affected by long-term supercoiling changes, among the novobiocin-sensitive genes, a significant fraction encoded for proteins associated with membrane transport or secondary metabolite synthesis. Collectively, our results show that long-term supercoiling imbalance globally regulates gene transcription and has the potential to impact development, secondary metabolism and DNA repair, amongst others.

## Introduction

A bacterial chromosome is highly constrained within the cell, yet remains accessible for DNA replication, segregation and transcription. In bacteria, these processes are not separated in space and time, and their co-occurrence significantly impacts chromosome architecture. Chromosome topology is sustained by the coordinated action of nucleoid-associated proteins (NAPs), condensins (SMC, MukB), and DNA topoisomerases (Dame, 2005; Dillon and Dorman, 2010; Rovinskiy et al., 2012; Bjorkegren and Baranello, 2018; Racko et al., 2018). Whereas NAPs are responsible for local DNA bending, wrapping and bridging, which organize the bacterial chromosome into topologically independent domains, condensins, and topoisomerases induce global compaction and control overall chromosome negative supercoiling (Lindow et al., 2002; Postow et al., 2004). Moreover, topoisomerases are critical for the removal of excessive DNA supercoiling generated by DNA replication and transcription (Baaklini et al., 2008). All known bacterial genomes encode at least two essential topoisomerases – topoisomerase I (TopA and TopoI) and gyrase (GyrAB). Whereas TopA removes negative DNA supercoils, gyrase generates negative supercoils, thus, the opposite activities of TopA and GyrAB are essential for maintaining topological balance (topological homeostasis) (Champoux, 2001). Disturbances in the topological balance are reflected in the changes in transcriptional activity of the so-called supercoiling-sensitive genes (SSGs) (Peter et al., 2004). Decreased level of DNA supercoiling, resulting from gyrase inhibition, affects the transcription of approximately 7% of genes in *Escherichia coli* and up to 37% of genes in *Haemophilus influenzae* (Gmuender et al., 2001; Peter et al., 2004). Similarly, increased supercoiling, generated by the inhibition of TopA activity, leads to changes in the transcription of 10% of all genes in *Streptococcus pneumoniae* (Ferrandiz et al., 2016). Although the influence of global DNA supercoiling on overall gene transcription in bacteria is well established, the scale of transcriptional changes differs between bacteria, and much is still not understood about these processes.

The genes most efficiently induced by the shift in DNA supercoiling are those that are critical for restoring topological balance, and encompass genes encoding topoisomerases (Tse-Dinh, 1985; Ahmed et al., 2015; Szafran et al., 2016), NAPs, and condensins (Schneider et al., 2000; Ghosh et al., 2014; Guha et al., 2018). However, SSGs also include genes involved in the regulation of many other cellular processes, i.e., DNA replication, cell division, and metabolic pathways, as well as DNA repair or stress adaptation (Peter et al., 2004). Interestingly, even after the apparent restoration of supercoiling homeostasis, the transcription of many genes has been reported to remain affected (Ferrándiz et al., 2014). Since changes in chromosome supercoiling are induced by environmental stresses, including osmotic and oxidative stress, host invasion and temperature down- or up-shift, transcriptional regulation by chromosome topology may be an important bacterial strategy for rapid adaptation to stress conditions (Horiuchi et al., 1984; Camacho-Carranza et al., 1995; Tse-Dinh et al., 1997; Weinstein-Fischer et al., 2000; Cheung et al., 2003; Cameron et al., 2011).

Given that soil bacteria are exposed to a wide range of environmental stressors, they have evolved a multitude of strategies to facilitate their survival in harsh conditions. A classic example is provided by the soil-dwelling *Streptomyces*, which are Gram-positive, mycelial bacteria that possess linear, GC-rich chromosomes (Bentley et al., 2002). *Streptomyces* environmental niche adaptations include a complex regulatory network that employs a high number of transcriptional regulators, including more than 60 sigma factors and approximately 60–70 two component systems (TCSs). Moreover, *Streptomyces* possess a high number of DNA protection proteins and enzymes involved in the posttranslational modifications of proteins, i.e., proteases, acetyltransferases, and kinases (de Crecy-Lagard et al., 1999; Hutchings et al., 2004; Facey et al., 2009). Finally, *Streptomyces* produce an assortment of secondary metabolites with varied biological activities (Jeong et al., 2016) and exhibit a complex life cycle that involves the formation of stress-resistant spores. Vegetatively growing *Streptomyces* develop branched multicellular hyphae composed of elongated cells containing multiple loosely condensed chromosomes (Kim et al., 2000; McCormick and Flardh, 2012). During sporulation, the multigenomic unbranched aerial hyphae are converted into chains of unigenomic spores. This transition involves the condensation and segregation of tens of chromosomes, which in turn is coordinated with multiple synchronized cell divisions (Jakimowicz et al., 2005; Kois et al., 2009; Jakimowicz and van Wezel, 2012; Szafran et al., 2013). The different steps of *Streptomyces* differentiation are tightly regulated by a cascade of regulatory proteins (encoded by the *bld* and *whi* genes) that controls the expression of those genes involved in cell division and spore maturation (Flardh and Buttner, 2009; McCormick and Flardh, 2012; Bush et al., 2013).

*Streptomyces* sporulation involves prominent changes in chromosome organization and requires the activity of proteins that exert chromosome rearrangements, including topoisomerase TopA (Szafran et al., 2013). In contrast to other bacterial species, TopA is the only type I topoisomerase in *Streptomyces*. As in other actinobacteria, the enzyme differs remarkably from its bacterial homologs in having an unusually high processivity, which is provided by a long stretch of alanine/lysine repeats in its C-terminal domain (Bhaduri et al., 1998; Szafran et al., 2014; Strzalka et al., 2017). In *S. coelicolor* and *S. venezuelae*, two model species broadly used in the studies of *Streptomyces* biology, TopA depletion increased DNA supercoiling and led to growth retardation as well as impaired spore production (Szafran et al., 2013; Donczew et al., 2016). Thus, in *Streptomyces*, the removal of the topological tensions by the activity of the highly processive and indispensable TopA is required for efficient growth and sporulation.

In *Streptomyces*, as in other bacteria (e.g., *E. coli, Mycobacterium smegmatis*, and *S. pneumoniae*), novobiocin-mediated gyrase inhibition leads to the rapid loss of chromosome supercoiling (Peter et al., 2004; Ferrandiz et al., 2010; Szafran et al., 2016; Guha et al., 2018). In most bacteria, topological balance is subsequently restored by simultaneous upregulation of gyrase genes, and downregulation of *topA* transcription (Tse-Dinh, 1985; Unniraman and Nagaraja, 1999; Ferrandiz et al., 2010), while uniquely in *Streptomyces*, chromosome relaxation appears to affect only the *gyrBA* operon but does not influence *topA* transcription (Szafran et al., 2016). Conversely, increased negative chromosome supercoiling caused by depletion of TopA leads to the induction of *topA* expression, but, interestingly, does not influence *gyrBA* transcription which seems also unique for *Streptomyces*. Changes in topoisomerase levels or superhelical density have also been observed as a result of *Streptomyces* exposure to increased temperature or osmotic stress (Aldridge et al., 2013; Szafran et al., 2016). Thus, *Streptomyces* provide an interesting model for studies of topological homeostasis and its role in stress responses, given their soil habitat and unique system of chromosome supercoiling maintenance.

Here, we analyzed the transcriptional response of *S. coelicolor* to changes in global chromosome supercoiling by inhibiting DNA gyrase activity. We identified those genes that were immediately impacted by the rapid loss of DNA supercoiling. Additionally, using a strain in which TopA levels could be modified we defined the effect of long-term topological imbalance on global gene expression.

## Materials and Methods

### Bacterial Strains

The *S. coelicolor* strains used in this study are listed in Table 1.

**Table 1:** Strains used in this study.

Strain	Relevant genotype	Source or references
M145	SCP1^-^ SCP2^-^	Bentley et al., 2002
PS04	M145 Δ*topA::scar* attBΦC31::pIJ6902*topA*	Szafran et al., 2013
PS08	M145 pIJ6902	This study
MS10	M145 pWHM3Hyg	Szafran et al., 2016
MS11	PS04 pWHM3Hyg	Szafran et al., 2016

To construct the PS08 strain wild type *S. coelicolor* (M145) was transformed with the integrative pIJ6902 plasmid (Huang et al., 2005) according to the procedures described by Kieser et al. (2000) and subsequently selected for apramycin resistance.

### Western Blot Analysis

To determine TopA protein levels, crude cell extracts were prepared from 18-h cultures in 79 medium (Prauser and Falta, 1968). Cell lysate proteins (5 μg in total) were separated in a 10% denaturing polyacrylamide gel before being transferred to a nitrocellulose membrane. The TopA protein was subsequently detected using primary rabbit polyclonal anti-TopA antibodies and mouse secondary anti-rabbit IgG antibodies conjugated with alkaline phosphatase (Sigma-Aldrich), according to the procedure described previously (Szafran et al., 2013). The relative protein level (RPL) was calculated using Fiji Software as the TopA band intensity compared to the wild type strain.

### Reporter Plasmid Isolation

The pWHM3Hyg plasmid, which served as a probe of the DNA supercoiling state *in vivo*, was isolated, according to the procedure described previously (Szafran et al., 2016), from *S. coelicolor* liquid cultures cultivated for 18 h in YEME/TSB or in 79 medium supplemented with 50 μg/ml hygromycin B (Kieser et al., 2000) at 30°C. To inhibit gyrase activity and induce rapid chromosome relaxation, novobiocin was added to the *S. coelicolor* culture to a final concentration of 10 μg/ml, which strongly inhibited *S. coelicolor* growth (Supplementary Figure S1), 10 min before mycelia were collected. The isolated plasmid DNA was resolved in an 0.8% agarose gel. To visualize particular topoisomers, the gel was stained with ethidium bromide. The topoisomer distribution was analyzed using ImageJ software.

### RNA Isolation and RNA-Seq Analyses

To follow the effects of altered DNA topology on cellular transcription, RNA was isolated from *S. coelicolor* mycelia (2–4 biological replicates) cultivated in 30 mL YEME/TSB liquid medium for 18 h. A single time point was used for all strains, since growth curve analyses indicated that in YEME/TSB medium, the growth of the PS04 strain cultured in the absence of inducer (TopA-depleted strain) during the initial stage of culture was only somewhat slower than wild type, and the transition phase (the growth arrest at late exponential phase) occurred at the same time point (although this depended on the culture scale, Supplementary Figure S2). Mycelia were collected by centrifugation, frozen and stored at -70°C for subsequent RNA isolation. RNA was isolated using the procedure described previously by Moody et al. (2013), digested with TURBO DNase I (Invitrogen, United States) and checked for chromosomal DNA contamination using PCR. Ribosomal RNA was removed using Ribo-Zero RNA Removal Kit (Illumina). The construction of strand-specific cDNA libraries, with an average fragment size of 250 bp, and sequencing using the MiSeq kit (Illumina) were performed by the Farncombe Metagenomics Facility at McMaster University (Canada). Paired-end 76-bp reads were subsequently mapped against the *S. coelicolor* chromosome using Rockhopper software (McClure et al., 2013), which enabled the successful alignment of 1.0–1.5 × 10^6^ reads per sample (Supplementary Figure S3). Raw data are available at ArrayExpress (EMBL-EBI); accession number E-MTAB-8071 as well as at Gene Expression Omnibus (NCBI); accession number GSE132702.

For data visualization, Integrated Genome Viewer (IGV) software was used. The analysis of differentially regulated genes was based on the data generated by Rockhopper software. To calculate the fold change in gene transcription, normalized gene expression (normalization by the upper quartile of gene expression) of the wild type strain under control conditions was divided by normalized gene expression under particular experimental conditions. Subsequently, the log2 value of the fold change was calculated. To minimize the frequency of false-positives, transcripts with a log2 value between -1.5 and 1.5 were eliminated from subsequent analyses, with the exception of NAPs and topoisomerases encoding genes, for which the threshold was based only on the *p*-value significance. The gene distribution analysis was performed by mapping the positions of transcription start points of identified genes or the first gene in a regulated operon determined on the basis of the RNA-Seq data, to the *S. coelicolor* chromosome. To identify gene clusters of interest, we determined the percent of affected genes within a 250 kbp fragment of the *S. coelicolor* chromosome, subsequently moving the calculation window by 125 kbp in every step. Those regions in which the percentage of affected genes was higher than 5% were classified as supercoiling-sensitive clusters.

### Reverse-Transcription and Quantitative PCR (RT-qPCR)

For RT-qPCR analyses, *S. coelicolor* strains: M145 (wild type), PS04 (with modified TopA level – *topA* under *tipA* promoter cloned in pIJ6902 integrative plasmid) and PS08 (wild type with integrated empty pIJ6902 plasmid) were cultivated in liquid 79 medium for 24 h in the presence and absence of inducer. Using the reporter plasmid assay, the DNA supercoiling level in cultures in 79 medium was found to be similar to supercoiling in cultures grown in YEME/TSB medium (Supplementary Figure S4). RNA from *S. coelicolor* mycelia was isolated using the GeneJET RNA isolation kit (Thermo Fisher Scientific, United States) according to the manufacturer’s procedure (except that the concentration of lysozyme in the suspension buffer was increased to 10 mg/ml). The isolated RNA was digested with TURBO DNase I (Invitrogen) to remove traces of chromosomal DNA and then purified and concentrated using the GeneJET RNA Cleanup kit (Thermo Fisher Scientific, United States). A total of 500 ng of RNA was used for cDNA synthesis using the Maxima First Strand cDNA synthesis kit (Thermo Fisher Scientific, United States) in a final volume of 20 μl. The original manufacturer protocol was modified for GC-rich *S. coelicolor* transcripts by increasing the temperature for first-strand synthesis to 65°C and extending the synthesis time up to 30 min. Subsequently, the resulting cDNA was diluted to 100 μL and directly used for quantitative PCRs performed with PowerUp SYBR Green Master Mix (Applied Biosystems, United States). The relative level of a particular transcript was quantified using the comparative ΔΔCt method and the *hrdB* gene as the endogenous control (StepOne Plus real-time PCR system, Applied Biosystems, United States). The optimized oligonucleotides used in this study were synthetized by Sigma-Aldrich (United States), and are listed in the supplementary data (see the Supplementary Table S1 “*oligonucleotides*”).

### Analysis of the Promoter AT Content

To estimate the AT content in the promoter regions of novobiocin-induced genes, 66 DNA sequences (960 bp in length) encompassing 750 bp upstream of the translation start codons and 210 bp downstream (960 bp in total) were analyzed. As the control experiments, 66 randomly chosen 750 bp promoter regions with 210 bp intragenic sequence or 66 random *S. coelicolor* genomic sequences (each 960 bp in length) were used. Subsequently, we calculated the AT percentage of these sequences in 100-bp windows, with a 1-bp step. The AT content for each window was subsequently plotted against the first nucleotide position of the particular window. The differences in mean AT content calculated for specific nucleotides within the promoter region (in position 340 bp) or the GC-enriched region (in position 660 bp) were tested using the Shapiro–Wilk model and *t*-test.

## Results and Discussion

### Rapid Loss of Chromosome Supercoiling Positively Regulates *S. coelicolor* Gene Transcription

In previous work, we found that exposing *S. coelicolor* to novobiocin, initially led to the rapid relaxation of DNA, followed by gradual restoration of topological homeostasis (Szafran et al., 2016), as had been seen in other bacteria (Ferrandiz et al., 2010). The return to topological balance appeared to stem from changes in the expression of topoisomerase encoding genes, which in *S. coelicolor* corresponded to a strong induction of *gyrAB* but only slight inhibition of *topA* (Szafran et al., 2016); this is different from the simultaneous induction of *gyrAB* and inhibition of *topA* transcription observed in other bacteria (Unniraman and Nagaraja, 1999; Ahmed et al., 2015). Here, we sought to identify other genes in *S. coelicolor* whose transcription was also directly affected by the rapid chromosome relaxation. To this end, we treated *S. coelicolor* liquid cultures with 10 μg/ml novobiocin, which strongly inhibited *S. coelicolor* growth (Supplementary Figure S1). We analyzed the changes in global transcript abundance after 10 min of novobiocin exposure, and compared these with an untreated control strain. 

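RNA-seq counted transcripts in 2 libraries of wild type cultures that received 10 µg/ml novobiocin, an inhibitor of DNA gyrase, for 10 min, and in 4 libraries of untreated wild type cultures, all after 18 h of growth. The counts assigned to genes summed to 2198660 and 1713751 in the novobiocin libraries (median 1956206) and to 1276260, 1571342, 1009184 and 1028595 in the wild type libraries (median 1152428). The paper states 1.0 to 1.5 M aligned reads per sample; every value given here uses the counts assigned to genes. After the depletion of rRNA, the rRNA genes still held 41.8% and 36.7% of the counts in the novobiocin libraries and 40.5%, 39.5%, 37.4% and 33.3% in the wild type libraries. The authors mapped paired-end reads of strand-specific libraries with Rockhopper, which gave raw counts per gene and library, 1 expression value per group normalized by the upper quartile, and p- and q-values. The raw counts were taken from there: genes with too few counts were left out by edgeR's default filter, which kept 4353 of 7853 genes, the counts were normalized by the upper quartile, and the groups were compared by edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment over the genes kept. A gene was called changed at an adjusted p under 0.05 together with a log2 fold change above 1.5 in size, the paper's 2.83-fold threshold. Levels are library-scaled counts normalized by the upper quartile (CPM), as the mean ± SD of the replicates, and positions are the gene starts and ends of the authors' tables, whose genome build is not named. The filter, the normalization and the tool could each change the numbers, and so could the inclusion of any single library with only 2 libraries in the novobiocin group.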

Based on previous work (Gmuender et al., 2001; Szafran et al., 2016), 10 min of novobiocin exposure was presumed to be sufficient to affect promoters directly sensitive to gyrase inhibition, triggering the primary transcriptional response, but was deemed insufficient time to induce a secondary transcriptional response (which depends on any primary-induced transcriptional regulators).

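The genes of both gyrase subunits rose within 10 min of novobiocin. *gyrB* (*sco3874*, 4263378 to 4265438), which encodes the subunit that novobiocin binds, went from 659 ± 121 (SD, n = 4) to 1672.2 ± 250 (SD, n = 2) CPM, a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.00804 from edgeR's quasi-likelihood test). *gyrA* (*sco3873*, 4260741 to 4263314), the downstream gene of the operon, went from 779 ± 52.3 (SD, n = 4) to 1461.5 ± 232 (SD, n = 2) CPM, with a log2 fold change of 0.89 (standard error 0.13, adjusted p = 0.0176). Both stayed under the 2.83-fold threshold. The other topoisomerase genes did not pass the test: the log2 fold change was 0.11 (adjusted p = 0.825) for *topA* (*sco3543*), -0.26 (adjusted p = 0.381) for *parC* (*sco5836*) and -0.58 (adjusted p = 0.11) for *parE* (*sco5822*). Adjusted over the list alone, 2 of the 5 topoisomerase genes were higher and 1, *parE*, was lower. With fewer libraries in the test neither gene passed in every fit, while the rises stayed close in size: *gyrB* had a log2 fold change of 1.30, 1.45 and 1.20 without wild type replicate 4, novobiocin replicate 1 and novobiocin replicate 2 (adjusted p = 0.065 to 0.0907 without wild type replicate 4 or novobiocin replicate 1 or 2), and *gyrA* had 0.88, 0.88, 1.02 and 0.75 without wild type replicates 1 and 4 and novobiocin replicates 1 and 2 (adjusted p = 0.052 to 0.162 without wild type replicate 1 or 4 or novobiocin replicate 1 or 2).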

In analyzing our RNA-Seq data, we found that the rapid DNA relaxation caused by novobiocin (detected using a reporter plasmid) (Figure 1A and Supplementary Figure S5) led to a 2.71-fold induction of the *gyrBA* operon transcription (Figure 1B), confirming that the primary transcriptional response could be induced by 10 min of gyrase inhibition. We next set out to identify genes exhibiting distinct changes in transcription in comparison to the untreated control (at least 2.83-fold), and found 121 genes that were sensitive to the rapid loss of chromosome supercoiling. These genes constitute 1.5% of the *S. coelicolor* open reading frames (ORFs) (see Supplementary Table S2 “*novobiocin*” for the complete list of the identified genes). 

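After 10 min of novobiocin, 33 genes had risen more than 2.83-fold and 0 had fallen by that much, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The calls made up 0.42% of the genes in the tables. With any fold, 42 genes were higher and 11 lower. The neighbours *sco6693* (7443466 to 7444281) and *sco6694* (7444457 to 7445071), a hypothetical protein and a transcriptional regulator, rose by log2 fold changes of 3.51 (standard error 0.41, adjusted p = 0.00682) and 2.96 (standard error 0.32, adjusted p = 0.00682). *sco6693* went from 3.15 ± 1.99 (SD, n = 4) to 36 ± 0.753 (SD, n = 2) CPM and *sco6694* from 14.5 ± 7.03 (SD, n = 4) to 112 ± 3.73 (SD, n = 2) CPM. *sco1905* (2038879 to 2040480), a hypothetical protein, went from 19.4 ± 12.2 (SD, n = 4) to 126 ± 46 (SD, n = 2) CPM, with a log2 fold change of 2.74 (standard error 0.40, adjusted p = 0.0169). At an unadjusted p under 0.05 with the same size threshold, 87 genes were higher and 5 lower; 1 fall was called under TMM normalization and 1 by DESeq2. In all 33 called genes both novobiocin libraries lay above the 4 wild type libraries, a separation found on this side in 15% of all genes tested and expected by chance in 6.67%. The number of calls varied with the libraries tested: it was 2 without novobiocin replicate 1, 6 without novobiocin replicate 2, 5, 9 and 10 without wild type replicates 4, 2 and 1, and 126 without wild type replicate 3. With 1 novobiocin library left, its spread is taken from the wild type libraries and the test has less power, so fewer calls there do not show that a change rests on the library left out. The calls of *sco6693* and *sco6694* ended without novobiocin replicate 1 or 2 (adjusted p = 0.0531 to 0.128), and so did that of *sco1905* (adjusted p = 0.0579 to 0.339 without wild type replicate 4 or novobiocin replicate 1 or 2).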

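The genes that novobiocin raised could not be told from a chance spread along the chromosome. The fullest window, from 7250001 to 7500000, held 5 called genes among its 190 genes, or 2.63%, and lies in the right arm of the chromosome. They were *sco6693* and *sco6694*, *sco6720* (7475037 to 7476671), which encodes an ABC transporter, *sco6589* (7301063 to 7303123), an elongation factor G homolog, and *sco6728* (7481296 to 7481442), a hypothetical protein; *sco6589* and *sco6728* were chosen after their values were seen, and their calls ended without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2 (adjusted p = 0.0531 to 0.538). Shares were computed in windows of 250 kb moved by 125 kb, and the largest was set against 100000 shuffles of the order of same-strand gene runs. The largest share lay above the median largest share of the shuffles, 1.9%, but did not pass (one-sided permutation test, p = 0.0665, adjusted p = 0.0998 over 6 tests). With windows of 100 kb the largest share was 5% (adjusted p = 0.139) and with 500 kb 1.51% (adjusted p = 0.209). Without wild type replicate 4 the same window passed the test with 3 of 5 calls in it (1.58%, adjusted p = 0.00105); the largest share ran from 0.885% without novobiocin replicate 1 to 5.98% without wild type replicate 3, where the test was not passed. The place of the fullest window also moved: it was 3625001 to 3875000 with no filter, 3750001 to 4000000 without wild type replicate 3, 500001 to 750000 without novobiocin replicate 1, and 6750001 to 7000000 both with DESeq2 and without novobiocin replicate 2.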

Mapping of the transcription start sites (TSSs) of the identified genes to the *S. coelicolor* chromosome revealed that the novobiocin-sensitive genes were unevenly distributed along the *S. coelicolor* chromosome (Figure 1C and Supplementary Figure S6A). 

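Nearly all genes that responded strongly to novobiocin rose, and the falls were smaller. Of the 11 genes that fell, the largest change was that of *sco2136* (2297707 to 2298750), a hypothetical protein, with a log2 fold change of -1.27 (standard error 0.20, adjusted p = 0.0258). Among the others was *sco2969* (3229793 to 3230482), a cell division ATP-binding protein, at -1.17 (standard error 0.20, adjusted p = 0.0368); both were chosen after their values were seen, and both were lost when 1 library was left out (adjusted p = 0.052 to 0.196 without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2 for *sco2136*, adjusted p = 0.0991 to 0.479 without wild type replicate 2 or 4 or novobiocin replicate 1 or 2 for *sco2969*). *sco0498* (530970 to 532325), a peptide monooxygenase of the coelichelin siderophore cluster, went from 129 ± 80.2 (SD, n = 4) to 41.1 ± 27.6 (SD, n = 2) CPM, a log2 fold change of -1.63 (standard error 0.66, adjusted p = 0.242) that did not pass edgeR's quasi-likelihood test. *sco3726* (4100888 to 4101508), a hypothetical protein, had -1.98 (standard error 0.41, adjusted p = 0.0505) and did not pass either. *sco1377* (1454293 to 1454712), a molybdenum binding protein, had 4 counts in the 2 novobiocin libraries and 19 in the 4 wild type libraries and was left out by the filter; without the filter its log2 fold change was -1.81 (standard error 0.90, adjusted p = 0.347). *sco3918* (4313836 to 4314318) was left out as well, with 4 and 18 counts and a log2 fold change of -1.72 (standard error 0.87, adjusted p = 0.355) without the filter. Without wild type replicate 3, *sco0498* and *sco3726* passed (adjusted p = 0.00549 and 0.0232). *sco3726* also passed under TMM normalization (adjusted p = 0.0448).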

Surprisingly, in contrast to *E. coli*, in which only one third of genes affected by gyrase inhibition were induced and the others were repressed (Peter et al., 2004), in *S. coelicolor*, most of the novobiocin-sensitive genes (117 of 121) were upregulated by chromosome relaxation, with only 4 genes (*sco0498, sco1377, sco3726*, and *sco3918*) being strongly downregulated (log2-fold >1.5).

**FIGURE 1:**
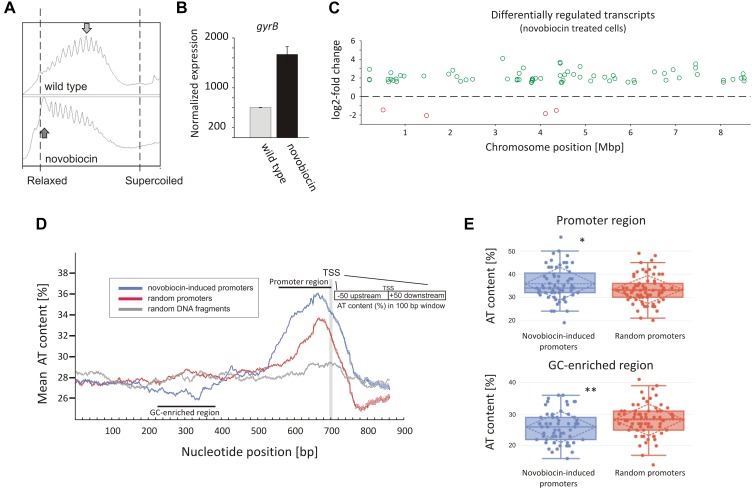
Identification of novobiocin-sensitive genes in *S. coelicolor*. **(A)** Analysis of reporter plasmid supercoiling density. The reporter plasmid was isolated from untreated wild type strain (upper panel) and the same strain exposed to novobiocin (10 μg/mL) for 10 min (bottom panel). The most abundant topoisomers identified under each condition are marked with arrows. **(B)** RNA-Seq based *gyrB* expression normalized by the upper quartile, in the untreated wild type strain (gray) and the novobiocin-treated strain [as described for panel **(A)**] (black). **(C)** The chromosomal localization of the novobiocin-sensitive genes. Differentially upregulated (green) and downregulated (red) transcripts in the *S. coelicolor* culture following novobiocin exposure (as in panel **A**) were identified using log2-fold changes >1.5; *p*-value <0.05 thresholds. **(D)** Analysis of the average AT content in the promoter regions of novobiocin-sensitive genes (blue) in comparison to the random promoters (red) and random chromosomal sequences (gray). The transcriptional start site (TSS), promoter region and GC-enriched region identified upstream of novobiocin-sensitive promoters are marked. **(E)** The box plot comparison of AT content within the promoter region (upper panel) and GC-enriched region (bottom panel) of novobiocin-sensitive (blue) and randomly selected (red) promoters. The asterisks indicate the calculated *p*-value <0.05 (^∗^) or <0.01 (^∗∗^).

We speculate that the gene upregulation after novobiocin exposure rather than their transcriptional repression may be due to the high GC content (72%) of the *S. coelicolor* genome (Bentley et al., 2002). In *E. coli*, promoter regions of relaxation-induced genes are notably enriched in AT base pairs, whereas relaxation-repressed promoters have increased GC content (Peter et al., 2004). In *S. coelicolor*, the increase in GC content in the promoter regions to levels above the average would be expected to result in increased DNA stability, which in turn would inhibit promoter unwinding. Conversely, more AT-rich promoter regions would be expected to favor promoter upregulation. To test this hypothesis, we compared the AT content of 66 novobiocin-induced promoters (the identified 121 genes were recognized as 66 transcriptional units) with the AT content of randomly chosen promoter regions. As predicted, we found that novobiocin-induced genes showed approximately 2–3% higher AT content compared with the randomly selected promoters and 8–9% higher in comparison to the average of the *S. coelicolor* genome (28%). Notably, the AT-rich region was significantly expanded in the novobiocin-sensitive genes relative to the random promoters (Figure 1D). Unexpectedly, AT-content analysis revealed a GC-rich region located approximately 100–200 bp upstream of the novobiocin-induced genes (Figure 1D), and not the random promoters. The difference in the mean AT-content values between the novobiocin-sensitive and random promoters, calculated for position 340 bp (GC-enriched region) and 660 bp (promoter region) were statistically relevant (*p*-values of 0.006 and 0.017, respectively; Figure 1E). Interestingly, similar analysis performed in *E. coli* did not indicate the existence of a GC-rich fragment preceding the relaxation-induced genes (Peter et al., 2004), although the significance of the GC-enriched region upstream of the *Streptomyces* novobiocin-inducible promoters is currently unclear.

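Of the regulators in Table 2 that were tested, *sco4032* (4429662 to 4430162), a MarR family regulator, rose most: from 3.68 ± 2.89 (SD, n = 4) to 40.6 ± 2.49 (SD, n = 2) CPM, a log2 fold change of 3.47 (standard error 0.48, adjusted p = 0.0127). *wblC* (*sco5190*, 5647747 to 5648115), a WhiB-like DNA-binding protein, rose from 32 ± 13.1 (SD, n = 4) to 110 ± 46.7 (SD, n = 2) CPM, with a log2 fold change of 1.80 (standard error 0.35, adjusted p = 0.0445). *nsdB* (*sco7252*, 8062135 to 8063643), a regulator of secondary metabolism, had a log2 fold change of 1.39 (standard error 0.34, adjusted p = 0.0955) and did not pass edgeR's quasi-likelihood test. The gene of the anti-sigma factor RsfA, *rsfA* (*sco4677*, 5108377 to 5108811), had only 22 counts in the novobiocin libraries and 8 in the wild type libraries and was left out by the filter, without which its log2 fold change was 1.82 (standard error 0.70, adjusted p = 0.171). Of the 6 regulators in Table 2, 3 were tested and 2 passed. All 3 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Leaving out 1 library ended the calls of *sco4032* (adjusted p = 0.0669 to 0.252 without wild type replicate 4 or novobiocin replicate 1 or 2) and *wblC* (adjusted p = 0.0742 to 0.481 without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2). *nsdB* passed without wild type replicate 3 (adjusted p = 0.00112) and with DESeq2 (adjusted p = 0.0245).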

Among the 121 novobiocin-sensitive genes, 15 encoded putative regulatory proteins, including the anti-sigma factor RsfA (Homerova et al., 2000), the developmental regulator WblC (Fowler-Goldsworthy et al., 2011), and the secondary metabolism regulator NsdB (Zhang et al., 2007). Interestingly, a high fraction of the novobiocin-sensitive genes (∼30%) encode proteins involved in either antibiotic production (10 genes, including the actinorhodin activator *sco5085/actII-orf4* and genes within the coelibactin biosynthetic cluster *sco7681-sco7688*) or putative membrane transporters (at least 25 genes) (Table 2). This suggests that rapid chromosome relaxation functions as the stress signal that triggers the transcription of genes whose products are involved in stress adaptation (i.e., those encoding regulatory proteins) and/or interspecies competition. 

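Transporter genes carried the strongest rises of this group after novobiocin, and the genes of antibiotic synthesis did not pass the test one by one. Of the 14 transporters in Table 2, 5 passed edgeR's quasi-likelihood test and 4 exceeded the 2.83-fold threshold. Among them were *sco6720*, at a log2 fold change of 3.04 (standard error 0.35, adjusted p = 0.00682), *sco0623* (663067 to 664686) at 1.71 (standard error 0.23, adjusted p = 0.0119), *sco2763* (3010977 to 3014708) at 1.65 (standard error 0.32, adjusted p = 0.0428) and *sco5451* (5935476 to 5937458) at 1.40 (standard error 0.27, adjusted p = 0.0428). The largest estimate among the transporters was that of *sco2896*, at 4.45 (adjusted p = 0.0368 by the same test). It is uncertain, since wild type had only 2 counts of this gene, all in replicate 2. Without that library it was 6.94 and did not pass (adjusted p = 0.0778). None of the 10 antibiotic synthesis genes in Table 2 passed (0 of 10 with edgeR, 10 of 10 at an unadjusted p under 0.05), with a median log2 fold change of 1.59 and a range of 1.47 to 1.95. They include *actII-4* (*sco5085*, 5528094 to 5528861), the activator of the actinorhodin cluster, at 1.54 (standard error 0.34, adjusted p = 0.065). All 11 tested genes of the coelibactin cluster had positive log2 fold changes, from 1.25 to 1.95. Of them, 0 passed over all genes and 11 when adjusted over the list alone. The wild type libraries differed widely in 2 of these genes. *sco7682* had 21.1, 16, 88.8 and 59.5 CPM in wild type replicates 1 to 4, against 157 and 98.6 CPM with novobiocin. *sco7683* had 17.1, 18.5, 111 and 62.7 CPM, against 179 and 104 CPM. The camera set test placed the cluster above the other genes (adjusted p = 2.35e-07 with the preset correlation, adjusted p = 0.652 with an estimated correlation). For all 38 genes of Table 2, 34 were tested, 10 passed and 34 passed when adjusted over the list alone; the study chose this list on the same samples, so the latter is not independent evidence. Calls ended when 1 library was left out: *sco6720* did not pass without novobiocin replicate 1 (log2 fold change 2.62, adjusted p = 0.143), where 1 novobiocin library is left to test, *sco0623* without wild type replicate 4 or novobiocin replicate 2 (adjusted p = 0.0669 to 0.0963), and *sco2763* and *sco5451* without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2 (adjusted p = 0.0768 to 0.479). Without wild type replicate 3 *actII-4* passed (adjusted p = 0.0329), as did 9 coelibactin genes, *sco7681* among them (adjusted p = 0.00676). From the classes of genes that novobiocin raised, the paper proposes that rapid chromosome relaxation acts as a stress signal that switches on genes for adaptation to stress or for competition between species.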

Considering that decreased gyrase activity and rapid chromosome relaxation may result from exposure to different cell membrane destabilizing agents that affect transmembrane potential and ATP synthesis, or other biologically active molecules produced by competing bacterial species (Prakash et al., 2009), it is conceivable that the intrinsic response to such agents should encompass the induction of transport proteins that should restore homeostasis to the intracellular environment and/or function to eliminate toxic compounds.

**Table 2:** Selected novobiocin-induced genes encoding transporters or transcriptional regulators (based on RNA-Seq data; log2-fold >1.5; *p* < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change	Description
**Transporters**				
	*sco0623*	57	1.86	Membrane transporter
	*sco2310*	19	1.86	Integral membrane efflux protein
	*sco2763*	11	1.79	ABC transporter ATP-binding protein
	*sco2896/sco2895/sco2894*	2/7/6	4.09/2.51/2.17	Possible ABC transporter
	*sco3206*	58	1.81	Transmembrane efflux protein
	*sco3331*	9	1.64	Transmembrane transporter
	*sco3455*	9	1.92	ABC transporter
	*sco4031*	17	2.25	Integral membrane transporter
*ragA*	*sco4075*	24	1.52	ABC transporter ATP-binding protein
	*sco5451*	36	1.54	ABC transporter
	*sco5957*	30	2.65	Transporter
	*sco6720*	5	3.17	ABC transporter
**Regulators**				
*ssgG*	*sco2924*	5	2.32	Putative regulator
	*sco2964*	5	4.60	LysR family transcriptional regulator
	*sco4032*	14	3.58	MarR regulatory protein
*rsfA*	*sco4677*	11	1.67	Regulatory protein
*wblC*	*sco5190*	164	1.91	DNA-binding protein
*nsdB*	*sco7252*	118	1.53	Regulatory protein
**Antibiotic synthesis**				
*actII-4*	*sco5085*	15	1.68	Actinorhodin cluster activator protein
	*sco7221*	9	1.64	Polyketide synthase
	*sco7681–sco7688*	6–17	1.58–2.00	Coelibactin synthesis genes
**Other genes**				
*rpmG*	*sco0570*	68	1.58	50S ribosomal protein L33
*tuf3*	*sco1321*	10	4.60	Elongation factor Tu
	*sco2171*	14	1.79	Putative secreted protease
*ohrA*	*sco2986*	2	1.88	Hypothetical protein
	*sco3425*	24	1.50	30S ribosomal protein S18
	*sco4316*	11	2.37	ATP/GTP-binding protein
	*sco4449*	21	3.23	Hydrolase
*lon*	*sco5285*	10	2.56	ATP-dependent protease

*^∗^Normalization by the upper quartile of gene expression.*

In summary, a significant fraction of novobiocin-sensitive genes encompassed those encoding membrane transporters, antibiotic synthesis and regulatory proteins. The novobiocin-sensitive genes were non-uniformly distributed along the chromosome, and most of them were upregulated. The upregulation was reflected by the increased AT-content of their promoter regions and the presence of an upstream GC-rich DNA stretch.

### Long-Term Exposure to Topological Imbalance Globally Affects Gene Transcription

Having established that approximately 120 genes were directly impacted by gyrase inhibition, we were next interested in assessing the response of *S. coelicolor* to the long-term effects of altered chromosome supercoiling. To date, there is little understood about the long-term effects of altered supercoiling, since most studied bacteria were able to quickly restore topological homeostasis. Moreover, the effects of increased negative supercoiling on global gene transcription in bacteria remain relatively unexplored, in part due to the limited availability of selective TopA inhibitors (Garcia et al., 2011; Cheng et al., 2013; Godbole et al., 2014; Szafran et al., 2018).

To investigate long terms effects of supercoiling imbalance, we took advantage of a *S. coelicolor* strain (PS04) that had been engineered such that chromosome supercoiling could be modulated by tuning TopA levels using a thiostrepton-inducible *topA* gene (Szafran et al., 2013). In this PS04 strain, TopA depletion (no induction) dramatically increased the overall negative DNA supercoiling (Figure 2A and Supplementary Figures S5A,B), but TopA levels could not be restored, thus impeding the restoration of supercoiling balance. Moreover, inefficient repression of the *S. coelicolor* gyrase operon eliminated another possible pathway to restoring chromosomal topological balance in the TopA-depleted strain. On the other hand induction of *topA* expression in the PS04 strain led only to a slight (approximately 22%) increase of TopA protein levels which also corresponded to a modest shift in global DNA supercoiling levels if compared to the wild type strain (Figure 2A and Supplementary Figure S5). This observation is in agreement with our previous data showing that by increasing the concentration of *topA* inducer, only a 25% increase in TopA levels could be achieved (Szafran et al., 2013). This may be partially explained by induction of the *gyrBA* operon, which could compensate for high levels of TopA, and restore the supercoiling balance (Szafran et al., 2016) or by posttranscriptional regulation mechanisms of *topA* gene expression.

**FIGURE 2:**
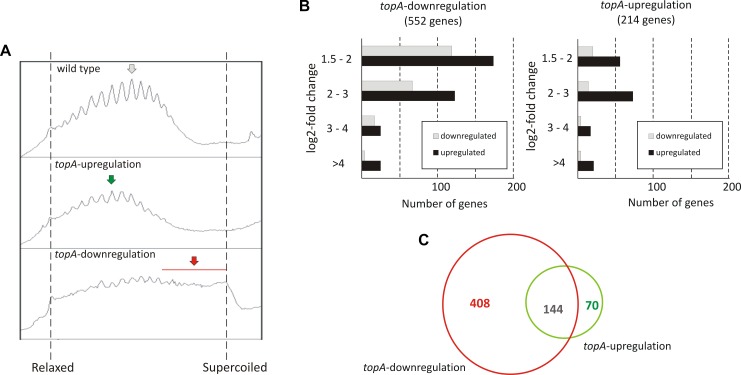
The transcriptional response to long-term supercoiling imbalance. **(A)** The supercoiling density analysis of the reporter plasmid isolated from the wild type strain (upper panel), the *topA*-upregulated strain (middle panel), and the *topA*-downregulated strain (lower panel). The most abundant topoisomers under each condition are marked with arrows. **(B)** Differentially regulated genes identified using RNA-Seq following *topA*-downregulation (left) and *topA*-upregulation (right). The up- (black) or downregulated (gray) genes were grouped according to the magnitude of their transcriptional changes compared to the wild type strain (log2-fold change value). **(C)** Comparison of the number of genes specifically affected by *topA*-upregulation and *topA*-downregulation, and those common to both conditions.

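Strain PS04 carries *topA* under a promoter induced by thiostrepton. It gave 4 libraries of *topA*-downregulation (no thiostrepton) and 3 of *topA*-upregulation (1 µg/ml), set against the same 4 wild type libraries as the novobiocin experiment. Counts assigned to genes were 1914355, 2215464, 779724 and 943868 for *topA*-downregulation (median 1429112) and 2975443, 2095078 and 664917 for *topA*-upregulation (median 2095078). The stated depth of 1.0 to 1.5 M aligned reads is another measure, and the values here use the counts in genes. The rRNA genes held 33.6%, 31.6%, 3.03% and 5.73% of the counts in *topA*-downregulation and 42.6%, 37.4% and 2.88% in *topA*-upregulation, so that replicates 3 and 4 of the former and replicate 3 of the latter were low in rRNA. The authors processed these libraries with Rockhopper as well, and the filter, normalization, test and size threshold were those used for novobiocin; 4436 genes were tested in *topA*-downregulation and 4179 in *topA*-upregulation. A comparison of *topA*-upregulation with *topA*-downregulation, which the paper does not make, was added to test whether the groups differ, with 5352 genes tested. Under the upper quartile the median log2 fold change of all tested genes was 0.15 for *topA*-downregulation, -0.02 for *topA*-upregulation and -0.12 between the 2 groups, so changes are relative to this scaling. The wild type cultures differ from PS04 in strain as well as in *topA*, and against wild type these cannot be separated. Both *topA* groups are PS04, so the strain alone cannot account for a difference between them. Thiostrepton was present only in *topA*-upregulation and cannot be separated from the level of *topA* in any comparison with that group.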

First, we compared the number of *S. coelicolor* genes that were strongly affected by *topA*-down- or upregulation (cultivation in the absence or presence of 1 μg/ml thiostrepton). We identified 552 genes whose transcription was changed by *topA*-downregulation and 214 genes altered by the induction of *topA* transcription (at least 2.83-fold change; log2-fold >1.5), which corresponded to 7.0 and 2.7% of the *S. coelicolor* predicted coding sequences, respectively (Figure 2B; see Supplementary Tables S3, S4 “*topA-downregulation*,” “*topA-upregulation*” for the complete list of affected genes). 

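Lowering *topA* changed more genes than raising it. By edgeR's quasi-likelihood test, 545 genes passed the 2.83-fold threshold in *topA*-downregulation (6.94% of the genes in the tables) and 190 in *topA*-upregulation (2.42%). With any fold, 2324 and 535 genes passed. In *topA*-downregulation, *sco2231* (2398988 to 2400259), a maltose-binding protein, fell from 460 ± 45.5 (SD, n = 4) to 20.3 ± 4.53 (SD, n = 4) CPM, a log2 fold change of -4.45 (standard error 0.17, adjusted p = 8.62e-09), and *sco1987* (2125668 to 2126168), a hypothetical protein with no counts in wild type, rose at least 24.6-fold against a floor of 3 counts. In *topA*-upregulation, *tipA* (*sco3413*, 3778914 to 3779675), the thiostrepton-induced regulator, rose from 16.8 ± 6.45 (SD, n = 4) to 27640.6 ± 2583.1 (SD, n = 3) CPM, a log2 fold change of 10.68 (standard error 0.43, adjusted p = 2.6e-08). *sco0556* (597132 to 598655), a hypothetical protein, rose from 1.22 ± 1.41 (SD, n = 4) to 617 ± 242 (SD, n = 3) CPM, with 8.86 (standard error 0.51, adjusted p = 4.33e-07) and 9.59 without wild type replicate 2. In 487 of the 545 genes called in *topA*-downregulation every library lay outside the wild type range on 1 side, as in 45.3% of all tested genes against 2.86% by chance; in *topA*-upregulation it was 183 of 190, 24.5% and 5.71%. Leaving out 1 library gave 480 to 742 calls in *topA*-downregulation, at the exclusion of *topA*-downregulation replicate 1 and wild type replicate 3, and 165 to 242 in *topA*-upregulation, at the exclusion of its replicates 1 and 3.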

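Rises outnumbered falls in both groups of strongly changed genes. Of the calls, 349 were higher and 196 lower in *topA*-downregulation (64% higher), against 156 and 34 in *topA*-upregulation (82.1%), by edgeR's quasi-likelihood test. Log2 changes above 3 in size were found in 63 and 45 of the called genes, and above 5 in 9 and 18. The share of rises in *topA*-downregulation depended on the scaling: under TMM normalization 307 genes were higher and 249 lower, while *topA*-upregulation had 163 and 29. Among 54 tested ribosomal protein genes, 39 fell and 4 rose in *topA*-downregulation (adjusted over the list alone 40 and 4), with a median log2 fold change of -0.67 and 0 falls past the 2.83-fold threshold; the camera set test gave adjusted p = 9.61e-08 with the preset correlation and adjusted p = 0.383 with an estimated correlation. In *topA*-upregulation, 1 of 53 fell (0 adjusted over the list alone), with a median of -0.38; without *topA*-upregulation replicate 2, 10 fell. The chaperonin genes *groEL2* (*sco4296*, 4711115 to 4712740) and *groES* (*sco4761*, 5172737 to 5173045) fell in *topA*-downregulation, at -2.38 (standard error 0.21, adjusted p = 6.08e-06) and -2.01 (standard error 0.14, adjusted p = 1.27e-06). Of 9 chaperone and heat shock genes, 6 fell and 1 rose there, and 3 fell and 1 rose in *topA*-upregulation; adjusted over the list alone the numbers were the same.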

Notably, most of the identified ORFs were positively regulated (Figure 2B), and the positive effect on gene transcription was particularly pronounced following *topA*-upregulation. These observations corroborate the notion that chromosome relaxation preferentially promoted the induction of gene transcription in GC-rich bacteria. Surprisingly, a significant number of genes were sensitive to both changes in supercoiling conditions (Figure 2C). Nevertheless, a substantial fraction of genes responded specifically to an increase of negative supercoiling resulting from TopA depletion (408 of 552, more than 70%), whereas *topA*-upregulation regulated specifically only 32% (70 of 214) of identified genes (Figure 2C). 

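Lowering and raising *topA* moved a common group of genes in the same direction. Of 4063 genes tested in both comparisons, 109 were called higher in both and 21 lower in both by edgeR's quasi-likelihood test, where 7.65 and 1.54 would be expected if the calls were independent; 1 gene changed in opposite directions. *sco5034* (5469633 to 5471969), a hypothetical protein, fell from 1660.5 ± 715 (SD, n = 4) to 125 ± 23.4 (SD, n = 4) CPM in *topA*-downregulation and to 193 ± 88.9 (SD, n = 3) CPM in *topA*-upregulation. Its log2 fold changes were -3.69 (standard error 0.30, adjusted p = 3.08e-06) and -3.10 (standard error 0.39, adjusted p = 0.000289), and the next genes, *sco5035* (5471972 to 5472661) and *sco5036* (5472658 to 5473182), fell with it. *sco3793* (4171328 to 4171693), a hypothetical protein, fell as well, at -4.60 (standard error 0.35, adjusted p = 2.22e-06) and -4.72 (standard error 0.40, adjusted p = 1.03e-05). The hypothetical protein *sco1987* rose in *topA*-upregulation too, at least 17.9-fold. Of the shared genes, 125 could be compared between the 2 *topA* groups, and 109 of them did not pass, while 4 were higher and 12 lower in *topA*-upregulation. With the replicate number as a block, 11 were higher and 38 lower. Both comparisons use the same wild type libraries, which can make calls shared. With the wild type libraries split so that each comparison had its own 2, the 6 arrangements gave 96 to 130 shared calls in the same direction.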

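Most genes called in *topA*-downregulation were not called in *topA*-upregulation, while most of those called in *topA*-upregulation were shared. In *topA*-downregulation, 415 of 545 calls had no call in the same direction in *topA*-upregulation, against 60 of 190 the other way round. A call in 1 group alone does not show a difference, so the groups were compared directly by edgeR's quasi-likelihood test. Of the 415 genes called in *topA*-downregulation alone, 310 differed in that direction, as did 40 of the 59 tested genes called in *topA*-upregulation alone. The maltose uptake genes from *sco2228* (2395074 to 2396807), an alpha-glucosidase, to *sco2231* are an example chosen after the values were seen: 4 of 4 fell in *topA*-downregulation, with a median log2 fold change of -3.98, 0 fell in *topA*-upregulation, and 4 were higher in *topA*-upregulation than in *topA*-downregulation, with a median of 3.87. *murA2* (*sco5998*, 6573186 to 6574715), an enzyme of cell wall synthesis, rose in *topA*-downregulation from 79 ± 9.6 (SD, n = 4) to 410 ± 61 (SD, n = 4) CPM, at 2.42 (standard error 0.15, adjusted p = 4.09e-07), and was lower in *topA*-upregulation than in *topA*-downregulation, at -1.47 (standard error 0.23, adjusted p = 0.000759). The gas vesicle cluster separated the groups mainly with the replicate number as a block: 6 of 8 tested genes fell in *topA*-downregulation and 0 of 8 in *topA*-upregulation, but 0 of 9 passed between them, and adjusted over the list alone the numbers were 6, 0 and 0; with the block, 6 of 9 were higher in *topA*-upregulation than in *topA*-downregulation. Without wild type replicate 3 or *topA*-upregulation replicate 2, 1 gene fell in *topA*-upregulation, and without *topA*-upregulation replicate 1, 1 was higher there than in *topA*-downregulation.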

The observed difference in the number of the supercoiling sensitive genes (SSGs), as well as their specificity for particular supercoiling conditions, may be presumably explained by the scale of topological imbalance, which is more pronounced under the former than under the latter conditions (Figure 2A and Supplementary Figure S5). However, our results also show that, even though the topological balance was only slightly distorted following *topA* induction, the transcription of a relatively high number of genes was still affected, suggesting the presence of a mechanism(s) that maintains a modified level of gene transcription. Markedly, similar observations were made recently for *S. pneumoniae* transcriptional activity of genes under TopA inhibition conditions (Ferrandiz et al., 2016), where the expression of many genes was specifically altered. Interestingly, the inhibition of TopA in *S. pneumoniae* (which was followed by restoring of supercoiling imbalance) affected only 2% of the genome, while long term TopA depletion in *S. coelicolor* had a more pronounced effect on the gene transcription. 

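Of the 33 genes that rose strongly with novobiocin, 12 were also called in a *topA* comparison, all as rises, where 2.49 would be expected if the lists were independent. The shared genes include transporters. *sco1147* (1205898 to 1207775), a transmembrane subunit of an ABC transporter, had log2 fold changes of 2.74 (standard error 0.55, adjusted p = 0.0482) with novobiocin, 3.30 (standard error 0.47, adjusted p = 0.000174) in *topA*-downregulation and 3.72 (standard error 0.47, adjusted p = 0.000289) in *topA*-upregulation, all by edgeR's quasi-likelihood test. For the ABC transporter *sco6720* the values in *topA*-downregulation and *topA*-upregulation were 3.69 (standard error 0.43, adjusted p = 4.87e-05) and 2.64 (standard error 0.33, adjusted p = 0.000289). *sco4316* (4727234 to 4729279), an ATP/GTP binding protein, rose with novobiocin at 2.31 (standard error 0.38, adjusted p = 0.0304) and in *topA*-downregulation at 2.62 (standard error 0.30, adjusted p = 4.52e-05), but did not pass in *topA*-upregulation, at 0.81 (standard error 0.38, adjusted p = 0.197). *sco4121* (4528045 to 4529322), a hypothetical protein, had 2.19 (standard error 0.43, adjusted p = 0.0461), 2.28 (standard error 0.35, adjusted p = 0.000307) and 0.85 (standard error 0.38, adjusted p = 0.176). With the wild type libraries split into pairs so that novobiocin shared none with *topA*, 0 to 56 novobiocin calls were shared, out of 0 to 200, and many of them changed in opposite directions: 21 of 56, 27 of 51, 24 of 29 and 19 of 25 had the same direction where most were shared, 1 of 1 in another arrangement, and in the last there were 0 calls. The novobiocin calls of *sco1147* (adjusted p = 0.0909 to 0.479 without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2), *sco4316* (adjusted p = 0.0706 to 0.479 without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2) and *sco4121* (adjusted p = 0.0742 to 0.479 without wild type replicate 1, 2 or 4 or novobiocin replicate 1 or 2) ended when 1 library was left out.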

Interestingly, the genes affected by long-term supercoiling changes only partially overlapped with those that were novobiocin-sensitive (12% of novobiocin-affected genes, Supplementary Table S5), suggesting that long-term rearrangement of bacterial chromosome topology provokes a global change in gene transcription and includes primary and secondary response pathways.

Overall, we observed that a persistent supercoiling imbalance induced by a constitutive change of TopA expression, affected the transcription of approximately 3–7% of *S. coelicolor* genes. A significant subfraction of these were sensitive to any supercoiling imbalance, suggesting shared transcriptional response pathway(s). Our results suggest that the response to topological imbalance depends on accessible pathways of supercoiling restoration, being the most pronounced when topoisomerase gene expression cannot not be readjusted.

### Long-Term Supercoiling Imbalance Impacts the Expression of Discrete Gene Clusters

Remarkably, supercoiling sensitive genes whose transcription was affected by long-term topological imbalance were non-uniformly distributed along the *S. coelicolor* chromosome, similar to genes induced in the novobiocin-treated cells whose distribution also was non-uniform. 

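Genes raised in *topA*-downregulation were packed in a part of the chromosome that includes the sensor kinase gene *sco4667* (5097181 to 5098476) and its neighbours, and the fullest window of those that fell lay near the left end, a place that depended on single libraries. In *topA*-downregulation, the fullest 250 kb window for rises lay at 4875001 to 5125000 and for falls at 125001 to 375000, the latter with 25 of 229 genes (10.9%) lower. The share of falls exceeded that of shuffled gene orders (one-sided permutation test with 100000 shuffles, adjusted p = 0.013 over 6 tests), as their median largest share was 6.94%. The falls near the left end include the genes from *sco0150* to *sco0230*, chosen after the values were seen, of which 34 fell and 1 rose among 47 tested by edgeR's quasi-likelihood test. In *topA*-upregulation, the fullest window for rises lay at 5000001 to 5250000 and that for falls at 4375001 to 4625000, and the share of falls, 7 of 260 genes (2.69%), did not pass (adjusted p = 0.113). The grouping of falls in *topA*-downregulation no longer passed without the gene filter (12.7%, adjusted p = 0.054), with all 13 libraries in 1 fit (12.2%, adjusted p = 0.0667) or in 500 kb windows (6.67%, adjusted p = 0.0603). The fullest window for falls lay at 4500001 to 4750000 without wild type replicate 1 (9.66%, adjusted p = 0.021), wild type replicate 2 (10.1%, adjusted p = 0.0133) or *topA*-downregulation replicate 1 (11.3%, adjusted p = 0.00148).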

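Some groups of neighbouring genes moved together. From *sco4242* (4648427 to 4649833), a hypothetical protein, to *sco4258* (4670132 to 4671589), a hydrolytic protein, chosen after the values were seen, 15 of 15 tested genes fell in *topA*-downregulation by edgeR's quasi-likelihood test, with a median log2 fold change of -2.55 and a range of -3.55 to -1.21. In *topA*-upregulation, 0 of 15 fell, and 15 of 16 were higher there than in *topA*-downregulation, with a median of 2.53. The genes *sco5034*, *sco5035* and *sco5036* are a smaller group that fell in both, with medians of -3.48 in *topA*-downregulation and -3.20 in *topA*-upregulation. For rises, the fullest 100 kb window overlapped the fullest 250 kb windows. Between 5050001 and 5150000, 27 of 112 genes in *topA*-downregulation and 26 of 112 in *topA*-upregulation were called (permutation test, adjusted p = 0.00159 for both).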

SSGs induced by *topA*-downregulation or *topA*-upregulation showed characteristic grouping, suggesting they were organized into supercoiling-sensitive clusters, which were in turn separated by supercoiling insensitive regions (Figure 3A). To quantify these observations, we calculated the percentage of genes affected by different supercoiling conditions within 250 kbp chromosome regions along the whole chromosome. We found that gene clustering was strongly detectable under *topA*-downregulation conditions, with 6–7 chromosomal regions containing more than 5% of genes affected negatively or positively in each cluster (Figure 3B). 

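Windows in which more than 5% of the genes rose lay in several parts of the chromosome in *topA*-downregulation. Of 69 windows of 250 kb, 24 exceeded 5% for rises, in 11 separate stretches, and 7 exceeded it for falls, in 4 stretches. Rises filled 10.2% of the window from 4750001 to 5000000 and 7.28% of that from 6375001 to 6625000. The latter holds *murA2*. Falls filled 10.6% of the window from 1 to 250000. The number of stretches depended on the analysis, with 5 for rises and 5 for falls under TMM normalization, 10 for rises and 8 for falls with DESeq2, 6 for rises and 5 for falls with no filter, 6 for rises and 6 for falls with all 13 libraries in 1 fit and 4 for rises and 4 for falls without *topA*-downregulation replicate 1. The paper proposes that supercoiling-sensitive genes are organized into clusters that insensitive regions separate, reasoning from their grouping and from the share of affected genes in each 250 kb region.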

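Rises and falls shared 3 windows above 5% in *topA*-downregulation. The window from 4500001 to 4750000 held 6.3% rises and 9.24% falls. Its falls include *sco4242* to *sco4258*, and *sco4214* (4622993 to 4623433), an AbaA-like regulator. The next window, from 4625001 to 4875000, held 6.78% of each, and the third, from 1750001 to 2000000, held 5.56% rises and 6.41% falls.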

Notably, those clusters containing the positively and negatively regulated genes partially overlapped, further supporting the existence of DNA domains that are particularly sensitive to changes in DNA supercoiling. Interestingly, gene clustering was also detectable, although less pronounced, under *topA*-upregulation conditions, where the distribution of the supercoiling-sensitive regions along the chromosome was comparable to that observed in the TopA-depleted strain (Figure 3B and Supplementary Figure S6B). 

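Raising *topA* grouped its rises around the genes from *sco4667* to *sco4700*. In *topA*-upregulation, 2 of 69 windows exceeded 5% for rises and 0 for falls. They lie at 4875001 to 5125000, with 10% of genes called, and at 5000001 to 5250000, with 33 of 245 genes (13.5%); this share passed the permutation test (adjusted p = 0.00012, median of shuffles 6.41%). Both windows also exceeded 5% for rises in *topA*-downregulation, where the second held 15.5%; 0 windows exceeded 5% for falls in both. The windows for rises formed 1 stretch, but 2 without wild type replicate 1, 2 without wild type replicate 3, 2 with all 13 libraries in 1 fit and 4 without the gene filter; for falls, 1 stretch appeared with DESeq2, 1 without the filter and 1 with all 13 libraries in 1 fit.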

Analogous clustering of SSGs has been described previously for *E. coli* and *S. pneumoniae* (Peter et al., 2004; Ferrandiz et al., 2016). Collectively, these observations suggest that the organization of SSGs into topologically separated domains is a feature conserved among bacteria, presumably ensuring the coordinated expression of the associated genes. 

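Genes around *oriC* mostly kept their levels when *topA* was altered. The window from 4125001 to 4375000, which contains *gyrB* (*sco3874*) and its neighbours, held 3.15% rises and 3.6% falls in *topA*-downregulation and 0.901% of each in *topA*-upregulation. Of the genes next to *oriC*, from a list fixed beforehand, 20 were tested in *topA*-downregulation by edgeR's quasi-likelihood test: 1 rose and 5 fell, among them *gyrB*, at -0.53 (standard error 0.14, adjusted p = 0.00732), and *gyrA*, at -0.44 (standard error 0.11, adjusted p = 0.00609). None of them reached the 2.83-fold threshold: the log2 fold changes ran from -0.59 to 0.56 with a median of 0.03, although the camera set test points down (adjusted p = 0.59). In *topA*-upregulation, 1 of 21 passed, *sco3870* (4258228 to 4258428) at 0.82 (standard error 0.23, adjusted p = 0.0375), which was lost when 1 library was left out (adjusted p = 0.0521 to 0.133 without wild type replicate 1, 2, 3 or 4 or *topA*-upregulation replicate 2 or 3); adjusted over the list alone, 0 did, against 1 rise and 5 falls in *topA*-downregulation.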

Remarkably, the loci of the genes affected by topological imbalance showed increased density in the central part of the chromosome, however, the initiation of the chromosomal replication region (*oriC*) was found to be outside the identified SSG clusters, and the *oriC* proximal genes, which predominantly encode proteins involved in DNA replication, were insensitive to the changes in chromosome supercoiling (Figure 3). 

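The fullest window for novobiocin, around *sco6693* and *sco6720*, was not full in the *topA* comparisons, although some of its genes were called in them. It held 4.74% rises in *topA*-downregulation and 1.05% in *topA*-upregulation. *sco6589* and *sco6693* rose in *topA*-downregulation as well, at 2.70 (standard error 0.42, adjusted p = 0.000324) and 1.68 (standard error 0.39, adjusted p = 0.00379) by edgeR's quasi-likelihood test. In the windows that were fullest for rises in *topA*-downregulation and in *topA*-upregulation, 0.4% and 0.816% of the genes were called with novobiocin.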

Surprisingly, the genes and genes clusters that were affected by long-term supercoiling modification did not overlap with those induced by novobiocin (Supplementary Figures S6A,B). Presumably during long-term DNA relaxation, the first response genes are no longer activated and the affected genes include those of the pathways responsible for constitutive maintenance of cell homeostasis under such conditions.

**FIGURE 3:**
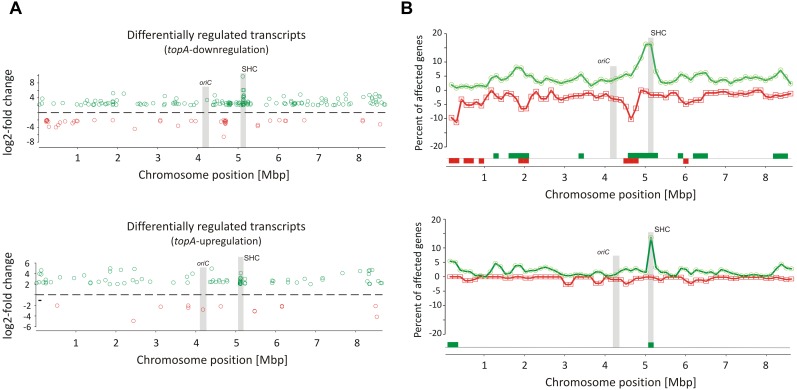
Identification of long-term supercoiling imbalance-sensitive clusters. **(A)** The chromosomal positions of differentially upregulated (green) and downregulated (red) transcripts identified in the *topA*-downregulated strain (upper panel) and *topA*-upregulated strain (lower panel). The positions of the *oriC* region and the supercoiling-hypersensitive cluster (SHC) are marked in gray. **(B)** Identification of supercoiling-sensitive clusters. The percent of genes affected by *topA* downregulation (upper panel) or *topA* upregulation (lower panel) was calculated in a 250-kbp window and the mid of the window was plotted versus chromosome position. The regions with the percentage of upregulated (green) or downregulated (red) genes higher than 5% (supercoiling-sensitive clusters) are marked at the bottom of the plot.

Interestingly, among several identified gene clusters impacted by supercoiling imbalance, one cluster was particularly enriched in SSGs, which constituted ∼20% of all genes positioned within the 250 kbp region. 

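The fullest group of rises in *topA*-downregulation was the window from 4875001 to 5125000, which holds *sco4667* and most of its neighbours. It held 40 of 250 genes (16%) that rose, more than in 100000 shuffled gene orders would be expected by chance (one-sided permutation test, adjusted p = 0.00012, median of shuffles 9.01%). In windows of 500 kb the largest share was 12.9% (adjusted p = 6e-05), and when 1 library was left out the share in 250 kb was 15.2% to 18.8%.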

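Most of the 34 genes from *sco4667* to *sco4700*, at 5097181 to 5127108 (29928 bp), rose when *topA* was altered. By edgeR's quasi-likelihood test with the 2.83-fold threshold, 24 rose in *topA*-downregulation, 26 in *topA*-upregulation, 22 in both and 28 in either. At any fold, 25 of 29 tested genes rose in *topA*-downregulation and 29 of 29 in *topA*-upregulation, and 0 fell; adjusted over the list alone the numbers were 25 and 29. The study chose this region on the same samples, so this is not independent evidence. The exceptions in *topA*-downregulation include *sco4689* (5117228 to 5117560) and *sco4690* (5117634 to 5117876), hypothetical proteins, which did not pass there, at -0.31 (standard error 0.43, adjusted p = 0.577) and 0.37 (standard error 0.43, adjusted p = 0.488). They rose in *topA*-upregulation, at 2.02 (standard error 0.46, adjusted p = 0.0146) and 2.39 (standard error 0.43, adjusted p = 0.0036), and were higher there than in *topA*-downregulation, at 2.34 (standard error 0.21, adjusted p = 1.32e-05) and 2.03 (standard error 0.26, adjusted p = 0.000193). The call of *sco4689* in *topA*-upregulation was lost in some fits (adjusted p = 0.059 without *topA*-upregulation replicate 2, adjusted p = 0.0635 with DESeq2).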

Closer examination of this region revealed that 26 out of 34 genes within 30 kbp (between *sco4667* and *sco4700*) were supercoiling sensitive. We therefore termed this region the supercoiling-hypersensitive cluster (SHC). 

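In wild type, the genes of this region ranged from nearly silent to well transcribed. *sco4667*, the sensor kinase gene, had 7.95 ± 6 (SD, n = 4) CPM and *sco4700* (5126659 to 5127108), a hypothetical protein, 2.8 ± 3.7 (SD, n = 4) CPM. The cold shock protein gene *scoF3* (*sco4684*, 5113748 to 5113951) had 331 ± 114 (SD, n = 4) CPM. Divided by gene length, the median of the 34 genes was 26.2 CPM per kb, against 11.1 for all protein-coding genes, which puts the median member at percentile 64.4; 12 members lay below the median gene.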

Most of the SHC genes encoded products of unassigned function and these genes themselves were poorly transcribed under standard culture conditions. However, they were strongly upregulated under both *topA*-downregulation and *topA*-upregulation conditions (Table 3). 

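The 2-component system genes at the start of the region rose most. *sco4667* went from its wild type level to 6572.1 ± 3656.7 (SD, n = 4) CPM in *topA*-downregulation and 3795.3 ± 1822.0 (SD, n = 3) CPM in *topA*-upregulation, with log2 fold changes of 9.65 (standard error 0.60, adjusted p = 4.09e-07) and 8.84 (standard error 0.53, adjusted p = 5.18e-07), which were 10.27 and 9.47 without wild type replicate 2. Its level was lower in the libraries low in rRNA. These had 3489.5 and 3406.8 CPM in *topA*-downregulation, against 8962.9 and 10429.2 in the others. In *topA*-upregulation it was 1777.8 CPM, against 5320.8 and 4287.2. *sco4668* (5098476 to 5099108), the response regulator, had 7.45 (standard error 0.46, adjusted p = 4.09e-07) and 6.55 (standard error 0.28, adjusted p = 3.53e-08), and *scoF3* had 4.03 (standard error 0.29, adjusted p = 1.32e-06) and 2.97 (standard error 0.27, adjusted p = 1.74e-05) by edgeR's quasi-likelihood test. The median log2 fold change of the tested genes of the region was 2.44 in *topA*-downregulation and 2.18 in *topA*-upregulation. The camera set test gave adjusted p = 7.54e-18 and 2.57e-49 with the preset correlation, and adjusted p = 0.383 and 0.0424 with an estimated correlation. The region was chosen by the study on these samples, so this test is not independent evidence. Compared directly, 2 of 33 genes were higher and 9 lower in *topA*-upregulation than in *topA*-downregulation; with the replicate number as a block, 4 were higher and 20 lower, and without *topA*-downregulation replicate 2, *topA*-upregulation replicate 2 or *topA*-upregulation replicate 3, 4, 4 and 5 were lower. *sco4700* was lower, at -1.88 (standard error 0.39, adjusted p = 0.00475).

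**Figure D1:**
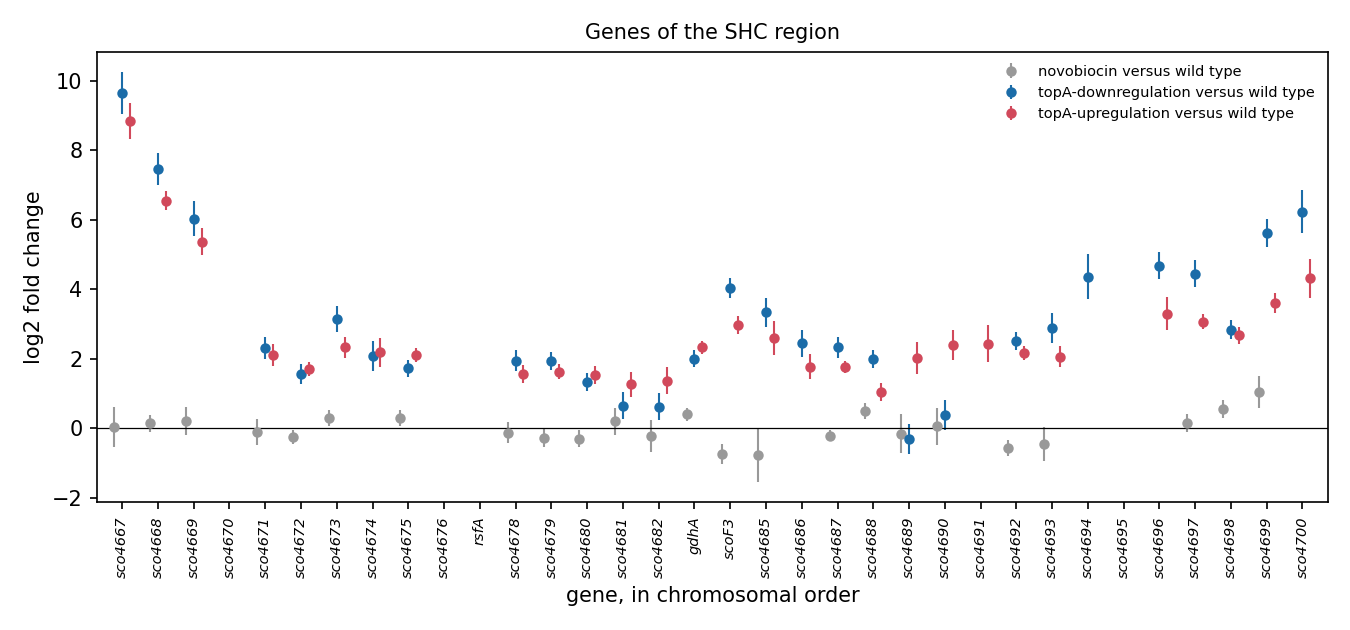
Log2 fold changes of the genes of the region in the 3 comparisons with wild type, in chromosomal order.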

We confirmed these observations using RT-qPCR for the first (*sco4667*) and one before last (*sco4699*) genes of the SHC region and excluded the effect of growth medium or genetic modifications in the *topA* depleted PS04 strain (the integration of pIJ6902 plasmid, that contains *topA* gene under *tipA* promoter), by measuring the relative transcript level in PS04 and control strain (wild type with empty pIJ602 plasmid) cultures grown in liquid 79 medium. The transcription of both genes appeared to be highly dependent on the level of TopA: significantly increased when TopA was depleted, decreased when TopA was at the wild type level, and increased slightly again at *topA* induction (Supplementary Figure S6C). These results were further supported by the observation that SHC genes upregulation was correlated with relative degree of topological imbalance. However, since we did not observe increased expression of the genes in the SHC region following a 10 min exposure to novobiocin (Supplementary Figure S6D), we speculate that their activation requires not only a supercoiling imbalance, but also the activity of other factors.

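No tested gene of the region passed after a short exposure to novobiocin. Of 24 tested genes, 0 passed with edgeR's quasi-likelihood test, and their log2 fold changes ran from -0.77 to 1.04 with a median of -0.04. Adjusted over the list alone, 0 passed. The filter left out 10 members, among them *rsfA*, which the paper lists as raised by novobiocin. Without the filter 0 of 33 members passed. Few genes passed with novobiocin at all, 53 of 4353. At an unadjusted p under 0.05, 3 of the genes listed in Table 3 passed. *sco4667* had 0.04 (standard error 0.58, adjusted p = 0.989) and *sco4668* had 0.14 (standard error 0.24, adjusted p = 0.828).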

**Table 3:** Transcription of genes in the SHC region at constitutive *topA*-down- or upregulation (based on RNA-Seq data).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change *topA*-downregulation	Log2-fold change *topA*-upregulation	Description
	*sco4667*	12	9.75	8.93	Two-component system sensor kinase
	*sco4668*	67	7.51	6.59	Two-component system response regulator
	*sco4669*	35	6.06	5.39	Hypothetical protein
	*sco4670*	0	0.00	0.00	Serine protease
	*sco4671*	21	2.31	2.08	LysR family transcriptional regulator
	*sco4672*	55	1.61	1.73	Hypothetical protein
	*sco4673*	56	3.20	2.35	DeoR family transcriptional regulator
	*sco4674*	26	2.00	2.08	Hypothetical protein
	*sco4675*	77	1.76	2.12	Hypothetical protein
	*sco4676*	3	1.22	0.41	Hypothetical protein
*rsfA*	*sco4677*	11	1.24	0.79	Regulatory protein
	*sco4678*	197	1.99	1.59	Hypothetical protein
	*sco4679*	530	1.98	1.63	Hypothetical protein
	*sco4680*	116	1.37	1.56	DNA-binding protein
	*sco4681*	137	0.69	1.29	Short chain dehydrogenase
	*sco4682*	167	0.65	1.37	Tautomerase
*gdhA*	*sco4683*	212	2.06	2.36	Glutamate dehydrogenase
*scoF3*	*sco4684*	3087	4.08	3.00	Cold shock protein
	*sco4685*	16	3.43	2.67	DEAD/DEATH box helicase
	*sco4686*	44	2.53	1.83	Hypothetical protein
	*sco4687*	674	2.38	1.79	Hypothetical protein
	*sco4688*	137	2.03	1.08	Hypothetical protein
	*sco4689*	345	-0.26	2.03	Hypothetical protein
	*sco4690*	148	0.41	2.39	Hypothetical protein
	*sco4691*	10	1.58	2.43	Hypothetical protein
	*sco4692*	142	2.56	2.18	Hypothetical protein
	*sco4693*	62	2.86	2.03	Hypothetical protein
	*sco4694*	12	4.20	2.67	Hypothetical protein
	*sco4695*	0	4.46	2.32	Hypothetical protein
	*sco4696*	8	4.62	3.22	Hypothetical protein
	*sco4697*	23	4.48	3.08	Hypothetical protein
	*sco4698*	34	2.84	2.67	IS1652 transposase
	*sco4699*	8	5.78	3.74	Rhs protein
	*sco4700*	13	6.04	4.01	Hypothetical protein

*^∗^Normalization by the upper quartile of gene expression.*

The SHC genes include those encoding a putative two-component system (*sco4667* and *sco4668*) genes organized in a single operon and additional two putative transcriptional regulator-encoding genes positioned upstream (*sco4671* and *sco4673*). 

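The helicase, transposase and Rhs genes of the region rose in both *topA* groups. *sco4685* (5114147 to 5115568), a DEAD/DEAH box helicase, had log2 fold changes of 3.33 (standard error 0.42, adjusted p = 8.27e-05) in *topA*-downregulation and 2.59 (standard error 0.49, adjusted p = 0.0049) in *topA*-upregulation, or 4.25 and 3.52 without wild type replicate 2, by edgeR's quasi-likelihood test. *sco4698* (5122836 to 5123855), an IS1652 transposase, had 2.83 (standard error 0.27, adjusted p = 1.24e-05) and 2.67 (standard error 0.25, adjusted p = 3.03e-05). *sco4699* (5123855 to 5126638), the Rhs protein gene, went from 12.8 ± 5.69 (SD, n = 4) to 604 ± 270 (SD, n = 4) CPM in *topA*-downregulation and 153 ± 7.23 (SD, n = 3) CPM in *topA*-upregulation, with 5.62 (standard error 0.41, adjusted p = 1.32e-06) and 3.60 (standard error 0.29, adjusted p = 6.62e-06), and was lower in *topA*-upregulation than in *topA*-downregulation, at -1.99 (standard error 0.31, adjusted p = 0.000861). Reads of repeated sequences were counted at each copy, so the transposase value may include other copies.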

The cluster also encompasses genes whose products may contribute to DNA/RNA transactions, including: putative DNA helicase (*sco4685*), transposase (*sco4698*), and a homolog of *E. coli* Rhs protein (*rearrangement hotspot protein*), which putatively contains the C-terminal toxin domain and is involved in bacterial intercellular competition (Koskiniemi et al., 2013). When we compared the genes in this region to other *Streptomyces* species, we found the synteny was not strong, perhaps suggesting that some of these genes may have been acquired through horizontal transfer (Hindra et al., 2014). However, the AT content of the SHC region was not significantly different from the rest of *S. coelicolor* chromosome (Supplementary Figure S7). On the other hand, it has been shown that mobile elements tend to be sensitive to changes in chromosome topology (Lodge and Berg, 1990). Indeed, among 552 genes affected by TopA depletion conditions, we found 16 genes (2.9% of SSGs) encoded putative transposable elements (which constitute only 0.7% of the *S. coelicolor* genome; see the complete list in the Supplementary Tables S2–S4). 

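Transposase and insertion element genes rose when *topA* was lowered. Of 56 such genes (0.713% of the genes in the tables), 18 were called in *topA*-downregulation, or 3.3% of its calls, by edgeR's quasi-likelihood test. At any fold, 19 of 24 tested genes rose and 1 fell, the same numbers as adjusted over the list alone; the median log2 fold change was 1.64, and the camera set test gave adjusted p = 7.41e-07 with the preset correlation and adjusted p = 0.436 with an estimated correlation. In *topA*-upregulation, 9 of 14 rose. Between the groups, 12 of 30 were lower in *topA*-upregulation than in *topA*-downregulation (6 without *topA*-upregulation replicate 1) and 1 was higher. Copies cannot be told apart: 4 of the called genes had counts within 5% of another gene in every library.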

Why these mobile elements, and more broadly, the genes in the SHC, are specifically subject to topological control, remains an interesting question to address.

In summary, as in other bacteria, in *S. coelicolor* chromosome, there are supercoiling sensitive domains that could be detected. They may constitute the regions of chromosomes particularly prone to changes of supercoiling and/or may be regulated by supercoiling sensitive transcriptional regulators.

### Long-Term Topological Imbalance Affects the Transcription of Genes Encoding Topology-Controlling Proteins

Since topological homeostasis could not be restored in the TopA-depleted *S. coelicolor* PS04 strain, either by induction of the *topA* promoter or by *gyrBA* silencing (Szafran et al., 2016), we predicted that the resulting increase in DNA supercoiling may promote changes in the level of NAPs to compensate for the changes in chromosome topology. According to previous reports (Bradshaw et al., 2013) some NAPs such as HupA are present at high levels during wild type *S. coelicolor* vegetative growth. 

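The genes of the main nucleoid-associated proteins (NAPs) were among the most transcribed genes of untreated wild type, and the levels of stress-related homologs ranged widely. Per kb of gene, *hupA* (*sco2950*, 3206403 to 3206684), an HU protein, had 7436.6 ± 846 (SD, n = 4) CPM, at percentile 99.9 of the protein-coding genes, *ssbA* (*sco3907*, 4303613 to 4304212), a single-stranded DNA-binding protein, had 2105.1 ± 412 (SD, n = 4) at percentile 99.1, and *lsr2* (*sco3375*, 3740100 to 3740435), an Lsr2-like protein, had 1359.1 ± 140 (SD, n = 4) at percentile 98.5. *sihF* (*sco1480*, 1581512 to 1581835) had 965 ± 166 (SD, n = 4) and *hupS* (*sco5556*, 6054696 to 6055352), the second HU protein, 493 ± 70.8 (SD, n = 4), at percentiles 97.9 and 96.2. *dpsA*, which encodes a Dps-like protein, had 243 ± 8.57 (SD, n = 4), at percentile 92.5. At the other end were *dpsB* (*sco5756*, 6293651 to 6294121) with 17.5 ± 10.2 (SD, n = 4), *dpsC* (*sco1050*, 1106404 to 1107006) with 4.3 ± 2.54 (SD, n = 4) and *ssbB* (*sco2683*, 2924515 to 2924985) with 2.96 ± 3.51 (SD, n = 4), at percentiles 57.7, 36.1 and 31.7.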

Based on RNA-Seq data we confirmed that under standard growth conditions, many NAP genes, including *hupA, ssbA, lsr2, sihf*, and *hupS* were highly transcribed (Figure 4A), while other sporulation and/or stress responsive genes like *dpsB, dpsC*, and *ssbB*, were poorly transcribed. Next, we assessed the impact of the chromosome supercoiling changes on the expression of these genes.

**FIGURE 4:**
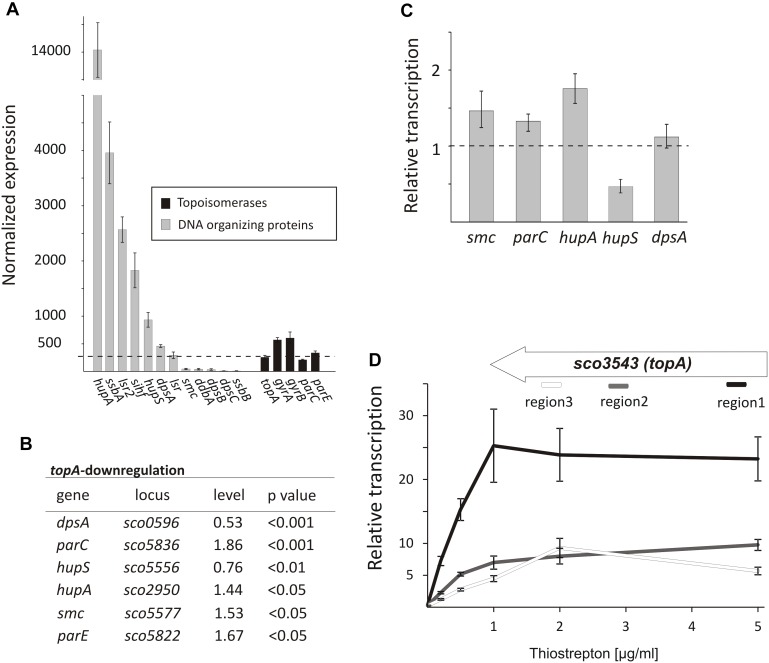
The topological imbalance-induced transcriptional response of the genes encoding chromosome organizing proteins. **(A)** RNA-Seq based expression of the genes encoding DNA-organizing proteins (gray) and topoisomerases (black) in the wild type *S. coelicolor* strain normalized by the upper quartile. The error bars correspond to standard deviations calculated for four independent biological replicates. **(B)** RNA-Seq analysis of the relative transcriptional response of genes encoding DNA-organizing proteins under *topA*-downregulation conditions. The expression level of particular genes in the wild type strain was estimated as 1. **(C)** The relative transcription of selected genes in the TopA-depleted and control wild type strains calculated using RT-qPCR analysis. **(D)** RT-qPCR comparison of non-uniform *topA* gene transcription under different concentrations of *topA* inducer using oligonucleotide pairs specific for particular transcript regions. The transcript enrichment of particular regions was normalized by the expression of the *hrdB* gene which served as the endogenous control and compared to the wild type strain, in which transcription was estimated as 1. The amplified regions of the *topA* gene (1 – white; 2 – gray, and 3 – black) are shown above.

Following TopA-depletion (conditions of increased negative supercoiling), we observed transcript levels of DNA-organizing proteins to be statistically different (*p* < 0.05) (Figure 4B). 

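Lowering *topA* moved several genes of DNA-organizing proteins, all by less than 2.83-fold, and none of them passed when it was raised. Of 11 tested genes, 4 rose and 3 fell in *topA*-downregulation by edgeR's quasi-likelihood test, the same numbers as adjusted over the list alone, with log2 fold changes from -0.95 to 0.87; the median was 0.17 although the camera set test points down (adjusted p = 0.9). *ssbA* fell from 1263.0 ± 247 (SD, n = 4) to 805 ± 18.2 (SD, n = 4) CPM, at -0.60 (standard error 0.15, adjusted p = 0.00557), and *scpB* (*sco1769*, 1888427 to 1889098), a condensin partner, rose from 42.8 ± 5.95 (SD, n = 4) to 72.3 ± 5.94 (SD, n = 4) CPM, at 0.80 (standard error 0.16, adjusted p = 0.00131). *lsr2* did not pass, at 0.17 (standard error 0.13, adjusted p = 0.286). In *topA*-upregulation, 0 of 11 passed, and between the *topA* groups 3 were higher and 3 lower in *topA*-upregulation. Without 1 library the rises in *topA*-downregulation were 1 (wild type replicate 1) or 2 (wild type replicate 2 or 4, *topA*-downregulation replicate 1 or 4), and without *topA*-upregulation replicate 2 the numbers between the groups were 2 and 1.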

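Within this list, other genes moved more than those of the HU proteins. By size of the log2 fold change in *topA*-downregulation, *dpsA* (*sco0596*, 637261 to 637824), *scpA* (*sco1770*, 1889095 to 1889889) and *scpB* lay ahead of *ssbA*, and *hupA* and *hupS* followed with smaller changes. *dpsA* encodes a Dps-like DNA-binding protein, and *scpA* and *scpB* encode partners of the condensin. *scpA* had 0.87 (standard error 0.34, adjusted p = 0.0456) by edgeR's quasi-likelihood test, a weak call that was lost with TMM (adjusted p = 0.0629), with DESeq2 (adjusted p = 0.109) and when 1 library was left out (adjusted p = 0.0711 to 0.123 without wild type replicate 1, 2 or 4 or *topA*-downregulation replicate 1 or 4). The ranking is of estimates and was not itself tested.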

Of the NAPs affected by changes in chromosome topology, *hupA* and *hupS* were amongst the most impacted. Notably, however, the transcriptional effects were in opposite directions: *hupA* transcript levels increased to 1.44 relative to wild type conditions, while *hupS* transcript levels decreased to 0.76 compared with wild type (Figure 4B). 

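The HU genes moved in opposite directions when *topA* was lowered. *hupA* went from 2097.1 ± 239 (SD, n = 4) to 2818.6 ± 143 (SD, n = 4) CPM, a log2 fold change of 0.47 (standard error 0.14, adjusted p = 0.0139), and *hupS* from 324 ± 46.5 (SD, n = 4) to 230 ± 28.7 (SD, n = 4) CPM, at -0.45 (standard error 0.14, adjusted p = 0.0169), both by edgeR's quasi-likelihood test. Neither passed in *topA*-upregulation, with -0.02 (standard error 0.19, adjusted p = 0.96) and 0.08 (standard error 0.19, adjusted p = 0.835). Between the *topA* groups *hupA* did not pass, at -0.47 (standard error 0.22, adjusted p = 0.136), except with the replicate number as a block (adjusted p = 0.00443), and *hupS* was higher in *topA*-upregulation, at 0.55 (standard error 0.18, adjusted p = 0.0441), which was lost when 1 library was left out (adjusted p = 0.0636 to 0.165 without *topA*-downregulation replicate 1, 2, 3 or 4 or *topA*-upregulation replicate 2 or 3). In *topA*-downregulation, *hupA* was lost at adjusted p = 0.0539 without wild type replicate 1 and at adjusted p = 0.0513 without the libraries low in rRNA; *hupS* was lost at adjusted p = 0.0616 without wild type replicate 2 and at adjusted p = 0.0594 without those low in rRNA.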

To assess whether these effects were growth medium-specific, and to confirm the supercoiling dependence of these two HU-encoding genes, we grew the wild type and the PS04 strains in the 79 medium, and using RT-qPCR compared their expression under a range of *topA* induction conditions. As before, we observed *hupA* upregulation and *hupS* downregulation following TopA depletion if when compared to the wild type levels (Figure 4C). Previous work has suggested that HupS functions primarily during *S. coelicolor* sporulation (Salerno et al., 2009); however, both HU homologs, HupS and HupA, were shown to be present during *S. coelicolor* vegetative growth, although their levels are unequal (Bradshaw et al., 2013) (our transcriptional analysis showed that *hupA* transcript levels are over 14 times higher than the *hupS* transcripts). 

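In every wild type library *hupA* was transcribed far above *hupS*. Per kb of gene the ratio was 15.4 ± 3.29 (SD, n = 4), with a range of 12.3 to 18.6 (two-sided exact permutation test within libraries, p = 0.125, the smallest p that 4 libraries allow). Without the division by gene length the ratio of the counts was 6.6.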

Our observations suggest that both *S. coelicolor* HU homologs contribute to the adjustment to altered supercoiling conditions. In *E. coli* two HU homologs, HupA and HupB form homo- and heterodimers at different growth stages, with the heterodimer having a crucial role when the culture reaches stationary phase (Claret and Rouviere-Yaniv, 1997). Furthermore, DNA supercoiling influences *hupB* transcription in mycobacteria, and its product affects TopA activity (Ghosh et al., 2014; Guha et al., 2018), suggesting that cooperation interactions between the HU proteins and TopA may be conserved in bacteria.

In addition to the effects on *hupA* and *hupS*, increased chromosome supercoiling also profoundly affected the transcription (based on RNA-Seq data) of *dpsA* (decreased to 0.53 of wild type levels), *smc* (increased to 1.53 of wild type levels) (Figure 4B) and two genes (*parC* and *parE*) encoding topoisomerase IV subunits (increased to 1.86 and 1.67 of wild type levels, respectively). 

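Genes of topoisomerase IV and of the condensin rose when *topA* was lowered, and that of a Dps-like protein fell. *dpsA* went from 137 ± 4.83 (SD, n = 4) to 68.5 ± 13.6 (SD, n = 4) CPM, a log2 fold change of -0.95 (standard error 0.15, adjusted p = 0.000327); *parC* from 275 ± 21.6 (SD, n = 4) to 477 ± 43.2 (SD, n = 4) CPM, at 0.84 (standard error 0.12, adjusted p = 0.000176); and *parE* from 378 ± 39.5 (SD, n = 4) to 588 ± 50.9 (SD, n = 4) CPM, at 0.68 (standard error 0.12, adjusted p = 0.000768), by edgeR's quasi-likelihood test. *smc* (*sco5577*, 6074834 to 6078394), the condensin gene, went from 85.3 ± 26.6 (SD, n = 4) to 123 ± 25.9 (SD, n = 4) CPM, at 0.58 (standard error 0.23, adjusted p = 0.0482). This call was weak: it was lost under TMM normalization (adjusted p = 0.0722), with DESeq2 (adjusted p = 0.143) and when 1 library was left out (adjusted p = 0.051 to 0.14 without wild type replicate 1, 2 or 4 or *topA*-downregulation replicate 1, 2, 3 or 4). Compared directly, *dpsA* was higher in *topA*-upregulation than in *topA*-downregulation, at 1.18 (standard error 0.17, adjusted p = 0.000559), and *parC* lower, at -0.85 (standard error 0.16, adjusted p = 0.00256).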

Using RT-qPCR, we confirmed upregulation of *parC, parE*, and *smc* genes. Similar observations have been made in *E. coli*, where increases in negative supercoiling result in the induction of *mukBEF* expression (Peter et al., 2004), where these genes encode homologs of SMC. Additionally, it is conceivable, that upregulating the expression of *parC* and *parE* (topoisomerase IV) may partially complement the effects of TopA depletion. However, the changes in *dpsA* transcription were not confirmed using RT-qPCR in cultures grown in different medium than used for our RNA-Seq experiment (Figure 4B,C). Since we did not observe any difference in DNA supercoiling (based on reporter plasmid assays, Supplementary Figure S4) in cultures growing in 79 or YEME/TSB medium, a possible explanation for this observation could be that *dpsA* transcription is affected by DNA supercoiling but only under osmotic stress conditions (in the YEME/TSB medium used in RNA-Seq experiment but not in 79 medium used for the RT-qPCR experiments) (Facey et al., 2009). Whether and how the changes in expression of genes encoding DNA organizing proteins influence chromosome topology have yet to be determined.

Next, we assessed the effect of elevated *topA* expression (15–25× higher transcript levels compared with levels in the wild type strain). 

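The *topA* transcript followed the design of the strain. It had 390 ± 77.7 (SD, n = 4) CPM in wild type, 5877.2 ± 285 (SD, n = 3) in *topA*-upregulation and 72.4 ± 19 (SD, n = 4) in *topA*-downregulation, with log2 fold changes of 3.93 (standard error 0.23, adjusted p = 4.33e-07) and -2.37 (standard error 0.21, adjusted p = 5.83e-06) against wild type by edgeR's quasi-likelihood test. In single libraries the fold over the wild type mean was 14.3 to 15.8 in *topA*-upregulation and 0.143 to 0.233 in *topA*-downregulation. Between the *topA* groups the log2 fold change was 6.33 (standard error 0.30, adjusted p = 5.85e-08).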

As mentioned, these increased *topA* transcript levels were not correlated with increased TopA protein whose levels were elevated only 22% in comparison with the wild type strain (Szafran et al., 2016; Figure 1 and Supplementary Figure S5A), thus only slightly affecting DNA supercoiling. Based on that observation, we speculated that TopA may be regulated posttranscriptionally and/or posttranslationally (e.g., may be subject to transcript processing or specific protein degradation). Indeed, while *topA* transcript levels were uniformly distributed along the 2858 bp *topA* gene in the wild type and the *topA*-downregulation strain), *topA* induction considerably increased the fraction of reads mapping to the beginning (region 1) but not to middle (region 2) or end (region 3) of the *topA* gene (Supplementary Figure S8). The non-uniform *topA* transcript levels were confirmed using RT-qPCR with specific oligonucleotides complementary to distinct fragments of the *topA* gene (Figure 4D). Interestingly, in the closely related *M. smegmatis*, gyrase binds within the *topA* promoter region, preventing its transcription (Ahmed et al., 2015), thus, similar mechanism of *topA* regulation in *Streptomyces* cannot be excluded. On the other hand, the possibility that *topA* transcripts are also subject to posttranscriptional processing and/or mRNA degradation could also explain the non-uniform detection of the particular *topA* transcript regions.

In summary, the increased level of negative DNA supercoiling induces the coordinated modification of topoisomerases and NAPs level, presumably in an attempt to counteract the topological imbalance. Among them, the HupA protein may play a crucial role in maintaining nucleoid architecture under TopA depletion; with potential contributions from topoisomerase IV (ParCE) and downregulation of HupS – the other HU homolog present in *Streptomyces*. Intriguingly, *topA* induction had little effect on global DNA supercoiling, as *Streptomyces* appear to have mechanisms in place to ensure TopA levels are maintained below a certain threshold, through possible autoregulatory control.

### Alternating *topA* Transcript Levels Stimulates the Expression of DNA Damage Response Genes

Chromosome regulation stemming from gyrase inhibition with novobiocin had an immediate impact on 1.5% of the genes in the *S. coelicolor* chromosome. Conversely, the long-term severe alteration of *topA* levels during *S. coelicolor* growth resulted in more prominent changes in global genes transcription affecting up to 7% of the *S. coelicolor* genome. Interestingly, among the genes affected by severe depletion or modest increase in TopA levels we identified genes whose transcription was modified under both conditions.

Among the genes sensitive to any alteration of TopA levels, 14 regulatory protein-encoding genes were identified (Table 4), including the four regulators in the SHC region [*sco4667* (sensor kinase), *sco4668* (regulatory protein), and putative transcriptional regulators (*sco4671* and *sco4673*)]. 

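Regulatory genes that respond to either change of *topA* moved alike in both groups. All 14 genes of Table 4 passed in *topA*-downregulation, 9 as rises and 5 as falls, and in *topA*-upregulation 8 rose and 4 fell among 13 tested, by edgeR's quasi-likelihood test; adjusted over the list alone 8 and 5 passed in *topA*-upregulation. The study chose these genes on the same samples, so this is not independent evidence. *sco4214*, an AbaA-like regulator, fell most, from 567 ± 16.4 (SD, n = 4) to 5.64 ± 1.41 (SD, n = 4) CPM in *topA*-downregulation and 5.32 ± 1.62 (SD, n = 3) CPM in *topA*-upregulation, with -6.58 (standard error 0.18, adjusted p = 4.55e-10) and -6.67 (standard error 0.24, adjusted p = 9.78e-09). The next gene, *xlnR* (*sco4215*, 4623766 to 4624524), a GntR family regulator, fell by 2.10 (adjusted p = 1.5e-06) and 2.24 (adjusted p = 2.27e-05). The putative regulators *sco4671* (5102043 to 5102990) and *sco4673* (5104850 to 5105869) rose, at 2.31 (standard error 0.31, adjusted p = 0.000124) and 2.11 (standard error 0.32, adjusted p = 0.00113) for the former and 3.15 (standard error 0.37, adjusted p = 5.01e-05) and 2.32 (standard error 0.29, adjusted p = 0.000289) for the latter. *nsdB*, which did not pass with novobiocin, fell in both, at -1.77 (standard error 0.37, adjusted p = 0.002) and -2.86 (standard error 0.39, adjusted p = 0.000486). Between the *topA* groups 0 of 14 passed (2 at an unadjusted p under 0.05); with the replicate number as a block, 6 were lower in *topA*-upregulation.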

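The gene of the LexA repressor of the DNA damage response, *lexA* (*sco5803*, 6345664 to 6346368), rose in both *topA* groups. It went from 89.6 ± 17.7 (SD, n = 4) to 345 ± 34.3 (SD, n = 4) CPM in *topA*-downregulation and 265 ± 21.2 (SD, n = 3) CPM in *topA*-upregulation, with log2 fold changes of 1.99 (standard error 0.16, adjusted p = 3.04e-06) and 1.59 (standard error 0.18, adjusted p = 0.000129) by edgeR's quasi-likelihood test. Between the groups it did not pass, at -0.38 (standard error 0.15, adjusted p = 0.0828), but it was lower in *topA*-upregulation with the replicate number as a block (adjusted p = 0.0115).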

Outside of this region was *sco5803*, which encodes the LexA repressor that controls the DNA damage response (highly induced by *topA*-up- and downregulation). In *E. coli*, the LexA-regulon encompasses at least 31 genes, including *recA* and *lexA* (the latter being negatively autoregulated), *uvrA, ftsK, polB, dinF*, and *dnaE2*, alongside others involved in the DNA damage response (Fernandez De Henestrosa et al., 2000). 

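Genes of DNA repair that LexA is thought to repress rose in both *topA* groups, those of the error-prone polymerases most. *dnaE2* (*sco1739*, 1855987 to 1859544), a DNA polymerase III alpha subunit, had log2 fold changes of 4.95 (standard error 0.24, adjusted p = 9.3e-08) in *topA*-downregulation and 4.70 (standard error 0.25, adjusted p = 1.9e-07) in *topA*-upregulation, and the neighbouring *dinP* (*sco1738*, 1855022 to 1855990) had 4.90 (standard error 0.30, adjusted p = 4.09e-07) and 5.11 (standard error 0.32, adjusted p = 7.69e-07), by edgeR's quasi-likelihood test. *recA* (*sco5769*, 6306654 to 6307778), the recombinase gene, went from 253 ± 34.3 (SD, n = 4) to 1604.3 ± 49 (SD, n = 4) and 1245.9 ± 247 (SD, n = 3) CPM, at 2.71 (standard error 0.14, adjusted p = 1.07e-07) and 2.32 (standard error 0.19, adjusted p = 9.5e-06). *recX* (*sco5770*, 6307998 to 6308564) had 3.12 (adjusted p = 5.28e-07) and 2.79 (adjusted p = 4.55e-06), and *uvrA* (*sco1958*, 2094274 to 2097318) had 1.84 (adjusted p = 1.27e-06) and 1.96 (adjusted p = 1.56e-05). All 6 genes of this list, *lexA* included, rose in each group, also adjusted over the list alone, and 0 differed between the groups, but 4 were lower in *topA*-upregulation with the replicate number as a block. The camera set test gave adjusted p = 3.24e-16 and 6.25e-25, and adjusted p = 0.12 and 0.00295 with an estimated correlation. The paper named the genes of this list among those changed in the same samples, so their counts and this test are not independent evidence. Of the genes of Table 5, 17 of 18 tested rose in *topA*-downregulation; of those of Table 6, 11 rose and 1, *sco3798* (4177967 to 4178944), which holds the attachment site where the *topA* construct of PS04 was inserted, fell among 12 in *topA*-upregulation, at -2.66 (standard error 0.65, adjusted p = 0.0206), which was lost when 1 library was left out (adjusted p = 0.0521 to 0.121 without *topA*-upregulation replicate 1 or 2). PS04 without thiostrepton carries the same insertion, and there *sco3798* did not pass against wild type. It was lower in *topA*-upregulation than in *topA*-downregulation, at -3.17. The paper chose the genes of Tables 5 and 6 on the same samples, so they are not independent evidence. Of 13 tested other DNA repair and recombination genes, 9 rose in *topA*-downregulation and 4 in *topA*-upregulation (9 and 5 adjusted over the list alone). Their list was fixed before the counts were examined, but after the paper's tables of changed genes had been seen. Without wild type replicate 1 or 3 or *topA*-upregulation replicate 1 or 3, 2 of them rose in *topA*-upregulation.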

We found that the transcription of *recA, recX, dnaE2, dinP*, or *uvrA* genes, which presumably belong to the LexA-regulon in *S. coelicolor*, based on the predicted binding consensus sequence (Novichkov et al., 2013), were similarly affected by changes in chromosome supercoiling. This implies that the entire LexA regulon was impacted (Tables 5, 6), although the RT-qPCR analysis indicated that in 79 medium, this induction was less pronounced (Supplementary Figure S9).

**Table 4:** The regulators encoding genes affected by both constitutive *topA*-downregulation and *topA*-upregulation (based on RNA-Seq data; log2-fold >1.5; *p* < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change *topA*-downregulation	Log2-fold change *topA*-upregulation	Description
**Regulators**			
	*sco3435*	14	1.72	1.58	Transcriptional regulator
	*sco4214*	2429	-6.55	-6.60	AbaA-like regulatory protein
*xlnR*	*sco4215*	820	-2.05	-2.20	GntR family transcriptional regulator
	*sco4671*	21	2.31	2.08	LysR family transcriptional regulator
	*sco4673*	56	3.20	2.35	DeoR family transcriptional regulator
	*sco5656*	2804	-1.80	-2.15	Transcriptional regulator
*lexA*	*sco5803*	240	2.04	1.62	LexA repressor
*nsdB*	*sco7252*	118	-1.67	-2.80	Regulatory protein
**TCSs**			
	*sco4667*	12	9.75	8.93	Two-component system sensor kinase
	*sco4668*	67	7.51	6.59	Two-component system response regulator
**Proteases**			
*Lon*	*sco5285*	10	1.89	1.85	ATP-dependent protease
**GNATs**			
	*sco1624*	13	2.51	2.74	Acetyltransferase
	*sco2379*	12	2.14	1.87	Acetyltransferase
*desC*	*sco2784*	285	-2.32	-1.83	Acetyltransferase

*^∗^Normalization by the upper quartile of gene expression.*

**Table 5:** DNA processing and DNA repair genes impacted by constitutive *topA*-downregulation (based on RNA-Seq data; log2-fold >1.5; *p* < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change	Description
*dnaE2*	*sco1739*	5	5.22	DNA polymerase III subunit alpha
*dinP*	*sco1738*	6	4.84	DNA polymerase IV
	*sco1767*	29	1.92	DNA hydrolase
	*sco1827*	72	1.51	DNA polymerase III subunit epsilon
*uvrA*	*sco1958*	69	1.89	Exconuclease ABC subunit A
	*sco1969*	67	1.88	DNA-methyltransferase
	*sco2863*	18	1.98	Helicase
	*sco3434*	27	2.01	DNA polymerase I
	*sco4685*	16	3.43	DEAD/DEAH box helicase
*xseA*	*sco5056*	69	1.51	Exodeoxyribonuclease VII large subunit
	*sco5183*	12	1.70	ATP-dependent DNA helicase
	*sco5184*	11	1.54	ATP-dependent DNA helicase
*recX*	*sco5770*	136	3.15	Recombination regulator RecX
*recA*	sco5769	426	2.76	Recombinase A
*lexA*	*sco5803*	240	2.04	LexA repressor
	*sco5920*	9	1.53	DEAD/DEAH box helicase
	*sco6719*	2	3.86	UvrA-like ABC transporter
	*sco7522*	7	2.32	DNA ligase

*^∗^Normalization by the upper quartile of gene expression.*

**Table 6:** DNA processing and DNA repair genes impacted by constitutive *topA*-upregulation (based on RNA-Seq data; log2-fold >1.5; p < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change	Description
*dinP*	*sco1738*	6	5.04	DNA polymerase IV
*dnaE2*	*sco1739*	5	4.96	DNA polymerase III subunit alpha
	*sco1767*	122	1.81	DNA hydrolase
*uvrA*	*sco1958*	69	1.98	Excinuclease ABC subunit A
	*sco3434*	27	2.29	DNA polymerase I
	*sco3798*	21	-2.81	Chromosome condensation protein
	*sco4685*	16	2.67	DEAD/DEAH box helicase
	*sco5761*	20	1.54	ATP-dependent DNA helicase
*recA*	*sco5769*	426	2.34	Recombinase A
*recX*	*sco5770*	136	2.81	Recombination regulator RecX
*lexA*	*sco5803*	240	1.62	LexA repressor
	*sco7522*	7	2.05	DNA ligase

*^∗^Normalization by the upper quartile of gene expression.*

The identification of putative LexA-dependent genes among the genes upregulated when *topA* transcription was altered may suggest that these conditions trigger the LexA-dependent DNA repair pathway. However, the mechanism of LexA regulon induction by altered chromosome supercoiling remains speculative. We assume that in *Streptomyces*, as in other bacteria, LexA activity is controlled by RecA, which in the presence of ssDNA and in an ATP-dependent manner stimulates the self-cleavage of LexA, resulting in derepression of the LexA regulon. It is conceivable that changes in chromosome topology alter LexA binding to DNA, or that the formation of single-stranded DNA patches upon depleting TopA (Parsa et al., 2012) promote RecA-dependent cleavage of LexA and de-repression of LexA-regulated genes. However, the latter possibility could not account for the release of LexA repression during chromosome relaxation and further studies are required to understand the mechanism underlying LexA regulation in response to supercoiling changes. Since DNA damage is frequently accompanied by changes in local chromosome architecture, it is possible that changes in chromosome supercoiling may be sensed as a sign of DNA damage, leading to the induction of DNA repair genes. Interestingly, in *Corynebacterium glutamicum*, an actinobacterial relative of *Streptomyces*, induction of the DNA repair pathway was associated with the inhibition of cell division, which could explain the inhibition of sporulation seen for the *S. coelicolor* TopA-depleted strain (Ogino et al., 2008).

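After 10 min of novobiocin none of the LexA genes passed the test. Of 5 tested, 0 passed edgeR's quasi-likelihood test (0 when adjusted over the list alone), with log2 fold changes from -0.14 to 1.09 and a median of 0.10. *recA* had -0.14 (standard error 0.17, adjusted p = 0.721), *lexA* 0.03 (standard error 0.21, adjusted p = 0.976) and *dnaE2* 1.09 (standard error 0.35, adjusted p = 0.157). *dinP* was left out by the filter, and without it had 1.49 (standard error 0.62, adjusted p = 0.212).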

Since we did not identify LexA-regulon members among novobiocin-sensitive genes, we speculate that the DNA repair response may be a result of long-term exposure to topological imbalance. Thus, topological imbalance, if cannot be compensated by response pathways, could serve as a marker of DNA damage.

### Developmental Transcriptional Regulators Are Sensitive to Specific Supercoiling Conditions

Although *topA* downregulation and *topA*-upregulation induced a common transcriptional response, a significant fraction of the affected genes responded specifically to particular supercoiling conditions (Figure 2C). We identified 12 SSGs-encoding regulatory proteins that were affected specifically by *topA*-upregulation (Table 7). These numbers are similar to those induced by novobiocin treatment, but surprisingly, the sets of genes identified in both experiments did not overlap (Supplementary Table S5). 

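Most regulators in Table 7 rose or fell with raised *topA* and differed from *topA*-downregulation. In *topA*-upregulation, 7 rose and 4 fell among 11 tested genes by edgeR's quasi-likelihood test, all beyond the 2.83-fold threshold; the study chose them on these samples, so this is not independent evidence. *sco7698* (8534142 to 8535284), a MerR family regulator, rose from 1.43 ± 1.7 (SD, n = 4) to 649 ± 65.2 (SD, n = 3) CPM, at 8.69 (standard error 0.41, adjusted p = 7.39e-08), or 9.66 without wild type replicate 2. *sco5025* (5458994 to 5459911), a transcriptional regulator, rose from 10.4 ± 2.04 (SD, n = 4) to 2158.1 ± 82.3 (SD, n = 3) CPM, at 7.71 (standard error 0.23, adjusted p = 1.88e-09), and *sco2865* (3122091 to 3122933), a regulatory protein, fell, at -2.30 (standard error 0.36, adjusted p = 0.0015). In *topA*-downregulation, 2 rose and 2 fell among 6 tested, and 0 passed the threshold. Between the groups, 8 of 12 were higher and 3 lower in *topA*-upregulation. Thiostrepton was added only in *topA*-upregulation, so its own effect on these genes cannot be separated from that of *topA*.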

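Regulators that changed with raised *topA* did not pass with novobiocin. Of the Table 7 genes, 6 were tested with novobiocin and 0 passed edgeR's quasi-likelihood test (2 at an unadjusted p under 0.05). *sco5025* had 0.75 (standard error 0.32, adjusted p = 0.253) with novobiocin. Conversely, *sco4032* was left out by the filter in *topA*-upregulation, and without it had 0.01 (standard error 0.76, adjusted p = 0.994); *wblC* had 0.68 (standard error 0.30, adjusted p = 0.161) there.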

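When *topA* was raised, the developmental gene *nsdA* fell, and the estimate for *sigF* was higher. *nsdA* (*sco5582*, 6084219 to 6085721) fell from 53.3 ± 3.13 (SD, n = 4) to 15.7 ± 3.22 (SD, n = 3) CPM, at -1.69 (standard error 0.22, adjusted p = 0.000326), by edgeR's quasi-likelihood test. In *topA*-downregulation it did not pass, at -0.53 (standard error 0.24, adjusted p = 0.0806), but fell with TMM (adjusted p = 0.049), with all 13 libraries in 1 fit (adjusted p = 0.0472), without *topA*-downregulation replicate 4 (adjusted p = 0.0175) and without the libraries low in rRNA (adjusted p = 0.00437). Between the groups it was lower in *topA*-upregulation, at -1.14 (standard error 0.31, adjusted p = 0.0175), but not when 1 library was left out (adjusted p = 0.0501 to 0.0577 without *topA*-upregulation replicate 2 or 3) or without the libraries low in rRNA (adjusted p = 0.237). *sigF* (*sco4035*, 4431932 to 4432795), a sporulation sigma factor, was left out by the filter against wild type; without it, it had 2.40 (standard error 0.53, adjusted p = 0.00424) in *topA*-upregulation. It was higher in *topA*-upregulation than in *topA*-downregulation, at 1.52 (standard error 0.40, adjusted p = 0.0149), although not without the libraries low in rRNA (adjusted p = 0.0624).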

Amongst the many uncharacterized genes that were sensitive to *topA*-upregulation, developmental regulators such as *sigF* (upregulated) and *nsdA* (downregulated) were identified; however, these changes in expression were not associated with any obvious phenotype for the *topA* up-regulated strain.

**Table 7:** Regulatory protein-encoding genes impacted by constitutive *topA*-upregulation (based on RNA-Seq data; log2-fold >1.5; *p* < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change	Description
**Regulators**			
	*sco0140*	3	3.84	MerR family transcriptional regulator
	*sco2865*	154	-2.27	Regulatory protein
*sigF*	*sco4035*	4	2.70	RNA polymerase sigma factor
	*sco4102*	6	2.42	MerR family transcriptional regulator
	*sco5025*	22	7.71	Transcriptional regulator
	*sco5437*	41	2.65	MerR family transcriptional regulator
*nsdA*	*sco5582*	67	-1.67	Regulator
	*sco5962*	2	8.10	Transcriptional regulator
	*sco6520*	34	-1.63	RNA polymerase sigma factor
	*sco7530*	6	4.61	Regulatory protein
	*sco7698*	2	9.13	MerR family transcriptional regulator
**TCSs**			
*cutS*	*sco5863*	116	-1.57	Two-component sensor kinase

*^∗^Normalization by the upper quartile of gene expression.*

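The regulatory genes in Table 8 changed when *topA* was lowered, and a part of them differed from *topA*-upregulation. In *topA*-downregulation, 21 rose and 8 fell among 29 tested by edgeR's quasi-likelihood test, a result that is not independent evidence because the study chose the genes on these samples. In *topA*-upregulation, 5 rose and 1 fell among 24. Compared directly, 7 of 35 were higher and 15 lower in *topA*-upregulation than in *topA*-downregulation.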

The increased chromosome supercoiling resulting from TopA depletion specifically influenced a substantial number of genes encoding regulatory proteins. Among 35 of the TopA depletion-sensitive genes, we identified 18 putative transcriptional regulators, including seven genes encoding TCSs (kinases and/or their putative phosphorylation targets), six genes encoding putative acetyltransferases (GNATs family) and four genes encoding subunits of regulatory Clp proteases (Table 8), alongside the sporulation-specific sigma factor encoding *whiG*.

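Genes of Clp proteases mostly fell when *topA* was lowered. *clpP1* (*sco2619*, 2845037 to 2845696) and *clpP2* (*sco2618*, 2844276 to 2844986), which encode proteolytic subunits, fell by log2 fold changes of 1.66 (standard error 0.19, adjusted p = 3.69e-05) and 1.82 (standard error 0.18, adjusted p = 1.42e-05), *clpA* (*sco6408*, 7073756 to 7076284), an ATP binding subunit, had -1.68 (standard error 0.24, adjusted p = 0.000171), and *clpP4* (*sco7280*, 8087020 to 8087622) rose, at 2.01 (standard error 0.49, adjusted p = 0.00528), by edgeR's quasi-likelihood test. By group, 12 of 15 tested regulators rose and 3 fell. Among the 2-component systems it was 5 and 1 of 6, and among the acetyltransferases 3 and 1 of 4. In the Clp list, 4 of 6 fell and 1 rose, the same as adjusted over the list alone (camera set test, adjusted p = 0.0146 with the preset correlation, adjusted p = 0.383 with an estimated correlation). The list was fixed before the counts were examined, but the paper's tables of changed genes had been seen. It includes the Clp genes of Table 8, so it is not independent evidence.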

**Table 8:** Regulatory genes affected by *topA*-downregulation (based on RNA-Seq data; log2-fold >1.5; *p* < 0.05).

Gene	Locus	Normalized expression in the wild type^∗^	Log2-fold change	Description
**Regulators**			
	*sco0132*	56	-2.49	Transcriptional regulator
	*sco0204*	1059	-1.88	LuxR family transcriptional regulator
	*sco1104*	56	1.74	TetR family transcriptional regulator
	*sco1736*	6	2.84	MarR family transcriptional regulator
	*sco2223*	54	1.72	TetR family transcriptional regulator
	*sco4059*	22	1.61	Transcriptional regulator
	*sco4375*	9	1.58	MarR family regulatory protein
	*sco5323*	52	1.57	Transcriptional regulator AsnC
	*sco5418*	8	1.81	Transcriptional regulator
*whiG*	*sco5621*	6	4.40	RNA polymerase sigma factor WhiG
	*sco5840*	11	2.24	Transcriptional regulator
	*sco6299*	35	1.57	TetR family transcriptional regulator
	*sco6664*	14	2.03	Transcriptional regulator
	*sco7014*	22	1.75	LacI family transcriptional regulator
	*sco7042*	114	1.60	MarR family transcriptional regulator
	*sco7270*	15	1.62	Transcriptional regulator
	*sco7639*	45	1.84	MarR family regulatory protein
	*sco7727*	100	-1.56	MarR family regulatory protein
**TCSs**			
*ohkA*	*sco1596*	31	1.77	Two-component sensor kinase
*abrA2*	*sco1745*	7	1.89	Two-component system response regulator
	*sco3144*	6	2.42	Two-component system response regulator
	*sco3818*	179	-1.96	Two-component system response transcriptional regulator
	*sco4362*	8	2.29	Two component system sensor kinase
	*sco5455*	15	1.87	Two-component system response regulator
	*sco7649*	15	1.65	Two-component system sensor kinase
**Proteases**			
*clpP2*	*sco2618*	2584	-1.77	ATP-dependent Clp protease proteolytic subunit
*clpP1*	*sco2619*	3091	-1.61	ATP-dependent Clp protease proteolytic subunit
*clpA*	*sco6408*	29	-1.69	Clp protease ATP-binding subunit
*clpP4*	*sco7280*	8	1.91	ATP-dependent Clp protease proteolytic subunit 2
**GNATs**			
	*sco1563*	46	1.55	Acetyltransferase
	*sco2227*	33	-2.24	Acetyltransferase
	*sco2876*	14	2.00	Acetyltransferase
	*sco4050*	93	-2.15	Acetyltransferase
	*sco5228*	8	2.09	Acetyltransferase
	*sco7447*	1	4.70	Acetyltransferase

*^∗^Normalization by the upper quartile of gene expression.*

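The sporulation sigma factor gene *whiG* (*sco5621*, 6121043 to 6121885) rose sharply when *topA* was lowered. It went from 2.09 ± 1.97 (SD, n = 4) to 52.8 ± 9.26 (SD, n = 4) CPM, a log2 fold change of 4.69 (standard error 0.42, adjusted p = 6.08e-06) by edgeR's quasi-likelihood test. In *topA*-upregulation it was left out by the filter, and without it had 1.34 (standard error 0.69, adjusted p = 0.294). It was lower in *topA*-upregulation than in *topA*-downregulation, at -3.33 (standard error 0.28, adjusted p = 6.95e-06). The wild type libraries had 8 counts of *whiG* in all, so the fold is uncertain.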

The gene encoding the sigma factor WhiG was one of the most significantly upregulated regulatory genes under TopA depletion based on RNA-Seq results (over 21-fold induction; Table 8 and Figure 5A). RT-qPCR confirmed that *whiG* transcription was stimulated by increased DNA supercoiling and decreased to wild type levels upon induction of normal *topA* transcription (Figure 5B); although the calculated fold-change was lower, probably due to detection of a small amount of *whiG* transcript in the wild type strain growing in 79 medium. WhiG is typically expressed at low levels during vegetative growth and is involved in the regulatory cascade that governs *Streptomyces* sporulation (Kelemen et al., 1996; Elliot et al., 2001). Since WhiG directs the expression of the *whiI* and *whiH* genes, but does not affect the transcription of other *whi*-family regulators, such as *whiA* and *whiB* (Mendez and Chater, 1987; Chater et al., 1989; Ryding et al., 1998), we analyzed the transcriptional response of these genes to increased DNA supercoiling. 

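The genes that WhiG directs had higher estimates when *topA* was lowered, at low counts. *whiI* (*sco6029*, 6618177 to 6618839) and *whiH* (*sco5819*, 6366349 to 6367236), both sporulation regulators, were left out by the filter. Without it, *whiH* had a log2 fold change of 1.68 (standard error 0.54, adjusted p = 0.0202) in *topA*-downregulation by edgeR's quasi-likelihood test, and *whiI* passed too (adjusted p = 0.0212). Their counts summed to 29 and 69 in the 4 libraries of *topA*-downregulation and to 2 and 11 in wild type.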

As expected, the transcription of both *whiI* and *whiH* was elevated following TopA depletion (although they were not identified in the initial screening due to below-threshold *q*-values, however, *p* < 0.001 was still statistically relevant), suggesting the induction of a WhiG-dependent regulatory cascade by changes in chromosome supercoiling (Figure 5A). In *S. coelicolor whiG* was shown to belong to the BldD-regulon, which also encompasses *bldN, bldM*, and *whiB* (Elliot et al., 2001; den Hengst et al., 2010). In fact, in *S. venezuelae*, the *whiG* gene was shown to be directly repressed by BldD, the master regulator that binds to DNA upon association with c-di-GMP (Tschowri et al., 2014). This prompted us to test whether increased DNA supercoiling influenced the transcription of other BldD-dependent genes. Indeed, upon TopA depletion, we observed high upregulation of three BldD targets: *bldM, bldN*, and *whiG* (Figure 5A). 

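Of the genes of the BldD regulon, *whiG* and *bldM* rose when *topA* was lowered, *whiB* fell slightly, and *bldN* was too weakly transcribed for the test. *bldM* (*sco4768*, 5179727 to 5180338) went from 11.8 ± 6.66 (SD, n = 4) to 30.5 ± 3.09 (SD, n = 4) CPM, at 1.39 (standard error 0.33, adjusted p = 0.00413) by edgeR's quasi-likelihood test, under the 2.83-fold threshold. *whiB* (*sco3034*, 3320753 to 3321016) fell by less, at -0.35 (standard error 0.11, adjusted p = 0.0193), which was lost without the gene filter (adjusted p = 0.0555), without the libraries low in rRNA (adjusted p = 0.0729) and when 1 library was left out (adjusted p = 0.0566 without *topA*-downregulation replicate 2). *bldN* (*sco3323*, 3675442 to 3675975) was left out by the filter, and without it had 2.19 (standard error 0.93, adjusted p = 0.0745), which did not pass. *bldD* (*sco1489*, 1592381 to 1592884) itself did not pass, at 0.11 (standard error 0.14, adjusted p = 0.543). The list of sporulation regulators was fixed before the counts were examined, but after the paper's tables of changed genes had been seen. In it, 3 of 9 tested rose and 2 fell, *whiB* and *whiD* (*sco4767*, 5179007 to 5179345), at -1.84 (standard error 0.28, adjusted p = 0.000302). In *topA*-upregulation, 0 of 7 passed. Adjusted over the list alone the numbers were 3, 2 and 0; without wild type replicate 3, 5 rose in *topA*-downregulation, and without *topA*-upregulation replicate 3 or wild type replicate 3 or 4, 1 rose in *topA*-upregulation. The paper proposes that higher supercoiling may weaken the binding of BldD to DNA, as it does for LexA.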

The mechanism of supercoiling-dependent upregulation of the BldD-regulon may, similar to that proposed for LexA, result from decreased BldD DNA-binding affinity during higher DNA supercoiling. Thus, alleviating BldD binding during times of increased DNA supercoiling could lead to increased target gene transcription.

**FIGURE 5:**
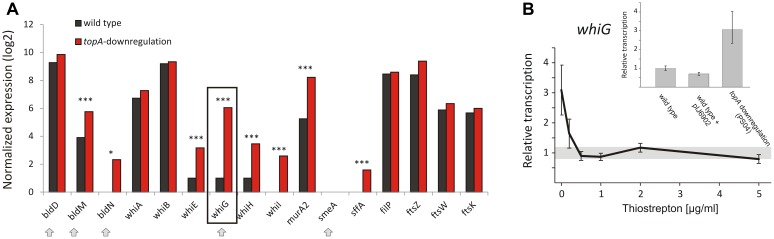
Topoisomerase I depletion-induced changes in the transcription of genes involved in sporulation regulatory cascades. **(A)** RNA-Seq based expression of selected genes encoding for *whi* and *bld* regulatory cascades genes normalized by the upper quartile in the wild type strain (black) and the TopA-depleted strain (red). The genes belonging to the BldD regulon are marked with arrows. The statistically significant changes in transcript levels were marked with asterisks (^∗^*p*-value <0.05; ^∗∗∗^*p*-value <0.001). *p*-Values were calculated based on RNA-Seq data analysis for four independent biological replicates for the wild type and *topA*-downregulated strains. **(B)** RT-qPCR analysis of *whiG* transcript levels at different concentrations of the *topA* gene inducer. Wild type levels of *whiG* transcription were set at 1, and standard deviation for wild type transcription is marked with a gray bar. The inset shows RT-qPCR analysis of *whiG* transcript levels in the TopA-depleted and the wild type strains, as well as the control strain that contained the pIJ6902 plasmid without the *topA* gene. The *whiG* transcript enrichment was normalized by the expression of the *hrdB* gene which served as the endogenous control and compared to the wild type strain in which transcription was estimated as 1.

Remarkably, even though elevated supercoiling induced key sporulation genes including *whiG*, their induction did not lead to sporulation; in fact, the TopA-depleted strain fails to form spores (Szafran et al., 2013). This may indicate either a lack of additional regulators needed for differentiation, or the activity of other signaling pathways that prevent sporulation (e.g., the DNA damage response, as described for RecA/LexA above). The observed induction of sporulation cascades does, however, suggest that DNA topology may function as a global regulator that triggers sporulation cascades either in response to environmental stress or physiological conditions that induce increased DNA supercoiling.

## Summary

Topological imbalance has profound effects on gene transcription in all bacteria; however, different organisms evoke distinct responses (Gmuender et al., 2001; Peter et al., 2004; Ferrandiz et al., 2010). We showed here that in *S. coelicolor* supercoiling-sensitive genes are organized in discrete clusters, a feature that seems to be a conserved strategy for topological regulation among many bacteria. Supercoiling imbalance triggers the activation of genes involved in stress responses, including DNA repair pathway, transmembrane transporters and chaperonins, as well as genes involved in the production of secondary metabolites. Both increased and decreased DNA supercoiling appear to have been detected as signals of DNA damage, inducing DNA repair genes and oxidative stress response genes. The long-term response to supercoiling imbalance is based on the activation of the set of primary and downstream regulatory proteins. Sporulation is triggered under stress conditions in *Streptomyces*, and accordingly, we found that several differentiation-regulating genes are affected by DNA supercoiling. In general, topology-governed regulons are expected to rely on the supercoiling-dependent binding of various regulatory proteins to DNA.

## Data Availability

Raw data are available at ArrayExpress (EMBL-EBI); accession number E-MTAB-8071 as well as at Gene Expression Omnibus (NCBI); accession number GSE132702.

## Author Contributions

MS designed and performed the research, carried out data analysis, manuscript preparation and correction, and acquired partial funding. MG was responsible for scientific consultation, data analysis and interpretation, and critical revision. TM was responsible for software development. ME was responsible for scientific consultation, critical revision, and acquired partial funding. DJ was responsible for scientific consultation, manuscript preparation and correction, and acquired partial funding.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Response of Streptomyces coelicolor to Rapid Chromosome Relaxation or Long-Term Supercoiling Imbalance
**Source:** Front Microbiol. 2019 Jul 11;10:1605. doi: 10.3389/fmicb.2019.01605
**Supplement:** Supplementary file 5

Table S5. Novobiocin and *topA*-upregulation overlapping genes

**<i>Gene</i>**	**<i>Description</i>**
<i>sco0473</i>	possible solute binding protein
<i>sco0498</i>	putative peptide monooxygenase
<i>sco1905</i>	hypothetical protein
<i>sco2896</i>	putative integral membrane protein
<i>sco3451</i>	hypotetical protein
<i>sco4360</i>	putative ABC transport system integral membrane protein
<i>sco5285</i>	Lon protease
<i>sco5451</i>	putative ABC transporter
<i>sco5581</i>	conserved hypothetical protein
<i>sco5957</i>	putative transport protein
<i>sco6720</i>	putative ABC transporter
<i>sco7252</i>	putative regulatory protein
<i>sco7676</i>	putative ferredoxin

How the deposited data were processed for this re-analysis (not part of the article)

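RNA-seq was measured in 13 libraries of *S. coelicolor* after 18 h of growth: 4 of untreated wild type, 2 of wild type with 10 µg/ml novobiocin for 10 min, 4 of strain PS04 without inducer (*topA*-downregulation) and 3 of PS04 with 1 µg/ml thiostrepton (*topA*-upregulation). The authors depleted rRNA, made strand-specific libraries, and mapped and counted paired-end reads per gene with Rockhopper, whose version and genome build are not named. Their tables hold raw counts per library, p- and q-values, and RNAs that Rockhopper predicts. The score per group that the authors deposited is an expression value that their software normalized by the upper quartile and rounded to a whole number. The tables list 7853 genes, of which 7767 are protein-coding, and the wild type counts are the same in all of them (0 differ). Predicted RNAs hold 0.953% to 5% of the counts of a library.

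From the raw counts, edgeR 4.0.16 under R 4.3.3 removed genes with few counts (minimum count 10, minimum total 15, minimum proportion 0.7), normalized by the upper quartile and tested each comparison with the quasi-likelihood test and the Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a log2 fold change above 1.5 in size. The comparisons were novobiocin, *topA*-downregulation and *topA*-upregulation against wild type, and *topA*-upregulation against *topA*-downregulation, which the paper does not make. The library totals ranged from 664917 to 2975443 counts in genes. Tested on simulated data with 200 changed genes, 78% to 100% of those changed by 2 or 3 on the log2 scale, up or down, were called, and 4.2% to 5.7% of the genes at an adjusted p under 0.05 were false. Smaller changes were not simulated. With novobiocin 53 genes passed in the real data, fewer than the 200 planted, so the simulated power need not hold there. The spread was not blocked by replicate number. Same-numbered libraries of the 2 *topA* groups deviate together (correlations of the deviations from the group means 0.296 to 0.478 over 3 pairs), so the data, not the labels or the paper, pair them, and the blocked value stands beside results between these groups where it changes a call or moves a count by over 1.5 times.

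The 29 gene lists were fixed before the data were examined, from the paper and from general knowledge of the organism, although the paper's tables of changed genes had been seen by then, and ribosomal proteins and transposases were taken by product text. They were tested with camera from limma 3.58.1, with the preset correlation of 0.01 and with an estimated correlation. Symbols that neither the paper nor the tables give come from these lists, so the locus is printed beside them. Genes named in the text are those that the paper's sentences and tables name, the 10 largest rises and falls per comparison among the called genes whose groups do not overlap, and up to 4 members of each list with the smallest adjusted p; any other gene is said to be chosen after its values were seen. Shares of called genes were counted in windows of 250 kb moved by 125 kb, and the largest was set against 100000 shuffles of same-strand gene runs, with numba 0.67.0 and numpy 2.4.6 under Python 3.11.15.

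The alternatives were TMM normalization, DESeq2 1.42.0, no filter (every gene with at least 1 count), all 13 libraries in 1 fit, a fit without rRNA and tRNA genes, the replicate number as a block, each library left out in turn (without either novobiocin replicate, the lone library is assumed to vary like the wild type libraries, and the test has less power), the adjusted p alone, the authors' deposited p-values, windows of 100 and 500 kb, and camera with an estimated correlation. The block used only libraries whose replicate number occurs in both groups compared. Leaving out the libraries low in rRNA, and an unadjusted p under 0.05 with the size threshold, were added after the data were seen. Promoter AT content was not computed, since no genome sequence was used here. RT-qPCR and plasmid topology are not in these files.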

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

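The tests with disjoint wild type pairs, of strain PS04, of thiostrepton, of the number of libraries and of the ratio of calls, and the other splits of the libraries, were chosen after the results were seen.

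Lowering and raising *topA* moved 130 genes in the same direction against wild type. The wild type libraries shared by both comparisons are argued against, since 96 or more genes were called in both with disjoint pairs of them, and so are the libraries low in rRNA, without which 123 of these genes were still called. The strain cannot be told apart from the *topA* level, because no wild type library carries the construct: 16 of 125 genes differed between the 2 groups of PS04, or 11 higher and 38 lower with the replicate number as a block. For *sco4667* and *sco4699*, which are among these genes, the paper states that RT-qPCR with an empty-plasmid control strain excluded an effect of the construct; no library of such a strain is in the tables. A response to a change of supercoiling either way may explain these genes, and a difference of the strain stays open for the others.

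31 genes were higher in *topA*-upregulation than in both wild type and *topA*-downregulation, and *tipA* (*sco3413*), which encodes a thiostrepton-binding regulator and which the paper names only as the source of a promoter, had a log2 fold change of 10.68 against wild type by edgeR's quasi-likelihood test. Low rRNA is argued against, since 31 of these genes were still called without those libraries. They include *topA* itself, which thiostrepton raises through the *tipA* promoter of the construct, and *tipA*, the source of that promoter. For the other genes thiostrepton cannot be told apart from the *topA* level, because no wild type library was grown with it. Either may explain those genes.

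More genes were called in *topA*-downregulation (545) than in *topA*-upregulation (190). The libraries low in rRNA are argued against, since the ratio of calls without them was 3.08, and so is the additional library, since 480 or more genes were called with 3 libraries of *topA*-downregulation. A wider response to lowered *topA* may explain the difference. The amount by which *topA* changed differs between the groups too, and this was not tested here. With induction the paper reports only a slight rise of TopA protein and a modest shift of supercoiling, against a strong shift with depletion. It proposes the scale of the imbalance as the reason for the different numbers of genes. Protein levels and plasmid topology are not in these files.

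Of all 35 ways to split the libraries into groups of the same sizes, only the real one reached the number of calls. In *topA*-downregulation it called 545 genes (highest other 0) and in *topA*-upregulation 190 (highest other 32). With 35 splits no smaller share was possible, and both tests were chosen after the results were seen. Splits cannot tell *topA* from anything else that a whole group shares, such as the strain. The highest other split in *topA*-upregulation set wild type replicates 1, 2 and 4 against the rest. Between the *topA* groups, where same-numbered libraries pair, 8 splits part every pair, too few for a share under 0.05: the real one called 391 genes and the highest other of them 0. Of the splits that part fewer pairs, the highest called 6 genes and set the libraries low in rRNA against the rest.

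A library far from the other 3 was seen in 2 of 62 groups, and chance flags about 1 in 20 groups. *gyrA* (*sco3873*), a gyrase subunit gene, had 857 CPM in wild type replicate 2 and 748 to 756 CPM in the others. *sco2896* had 1.68 CPM in the same library and 0 in the others.

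The 2 groups of PS04 differed from each other in 391 genes by edgeR's quasi-likelihood test. Among genes the paper does not discuss, the maltose-binding protein gene *sco2231* had a log2 fold change of -4.45 in *topA*-downregulation. Antisense RNA, which the tables list and the paper does not analyse, lay opposite *sco4698* and *sco4699* at 2738.2 CPM in *topA*-downregulation (wild type 156) and 626 CPM in *topA*-upregulation (wild type 154). The tables list similar values opposite the transposase genes *sco0091* (2201.7 CPM in *topA*-downregulation), *sco0368* (2211.1 CPM), *sco4183* (2212.8 CPM) and *sco5641* (2225.8 CPM), and since repeated sequences were counted at each copy, this RNA may come from any of these places. Antisense RNA also lay opposite *sco3412* at 2379.5 CPM in *topA*-upregulation (wild type 0.965). It covers 3778398 to 3778913, directly beside *tipA* (3778914 to 3779675), which had 27640.6 CPM in the same libraries. Whether it is part of the *tipA* transcript was not tested.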

How the results depend on the processing

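The tests without the libraries low in rRNA and with the unadjusted p were chosen after the data were seen. Unless the change follows from more genes or fewer libraries in the test, the cause was not tested. The 33 novobiocin calls became 106 with no filter, 50 with all libraries in 1 fit, 80 with the authors' p-values, 53 with the adjusted p alone, 92 with the unadjusted p, and 2 to 126 without 1 library. The 545 calls in *topA*-downregulation became 941 with no filter, 2324 with the adjusted p alone and 480 to 742 without 1 library; the 190 in *topA*-upregulation became 535 and 165 to 242, and the 391 between the *topA* groups 1457 and 292 to 438. Of the calls in *topA*-downregulation, 503 were kept with TMM, 483 with DESeq2 and 515 without the libraries low in rRNA; in *topA*-upregulation 185, 181 and 180 were kept.

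Calls shared by both *topA* comparisons ranged from 109 to 152 without 1 library. The 12 novobiocin calls shared with *topA* calls became 47 with no filter, 19 in 1 fit and 0 to 53 without 1 library. The largest share in a 250 kb window ranged from 0.885 to 5.98% (novobiocin), 15.2 to 18.8% and 9.66 to 15.7% (rises and falls, *topA*-downregulation) and 11 to 13.9% and 1.92 to 4.94% (*topA*-upregulation) without 1 library. The novobiocin share passed its test only without wild type replicate 4 (1.58%), and that of the falls in *topA*-downregulation did not pass with no filter (12.7%), in 1 fit (12.2%) or in 500 kb windows (6.67%). The 26 lists that camera called became 3 with an estimated correlation and 23 to 30 without 1 library; the named genes that passed ranged from 333 to 438.

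With the replicate number as a block, novobiocin calls became 197, those shared with *topA* calls 50, calls in *topA*-downregulation 534, in *topA*-upregulation 146 and between the *topA* groups 417. The block kept only libraries whose number occurs in both groups. It left out wild type replicates 3 and 4 for novobiocin, wild type replicate 4 for *topA*-upregulation and *topA*-downregulation replicate 4 between the *topA* groups. Against wild type replicates 1 and 2 without a block, novobiocin already had 200 calls, so its 197 calls cannot be credited to the block. Same-numbered libraries of wild type and another group share only a number: their deviations correlate at -0.11 to 0.052 (novobiocin), -0.287 to 0.119 (*topA*-downregulation) and -0.194 to 0.079 (*topA*-upregulation), and not every library correlates best with its own number.

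Between the *topA* groups, the estimates of *desA*, *desB* and *desD* ranged up to 0.92, 1.11 and 1.06 (without *topA*-upregulation replicate 2) and turned to -1.64, -2.21 and -1.75 without *topA*-upregulation replicate 3 and to -1.34, -1.69 and -1.50 without the libraries low in rRNA; *sco6282*, up to 3.40 without *topA*-upregulation replicate 1, turned to -0.25 without *topA*-upregulation replicate 2, and *sco0204* with novobiocin to -0.42 with the block. Over all alternatives, 9784 of 10651 values of named genes stayed on their side of the test, 492 no longer passed, 367 passed in addition and 8 reversed; for lists these were 1366 of 1459, 43, 50 and 0. The promoter AT alternatives were not run for want of a genome sequence, nor was DESeq2 for the gene lists, since camera needs the edgeR fit. Counts too low for the filter left 3500, 3417 and 3674 genes untested against wild type.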

Differences from the paper's values

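The paper's count of genes changed by novobiocin is 121 at an unadjusted p and a log2 size threshold of 1.5, and 33 were called here at an adjusted p and the same size threshold. Of the alternatives set before the data were examined, no filter (106) and leaving out wild type replicate 3 (126) came within 1.5 times of the paper's value; TMM (38), DESeq2 (29), all libraries in 1 fit (50), the fit without rRNA and tRNA genes (30), the replicate block (197), the authors' p-values adjusted over the genes kept (80), the adjusted p alone (53) and the other libraries left out (2 to 10) did not. The unadjusted p with the size threshold, chosen after seeing the values, gave 92 and drops 45 of the paper's called genes. Of the paper's genes, 87 were tested here, 87 with the same direction, and 30 were called (80 with no filter, 79 without wild type replicate 3).

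For the rises the paper gives 117 and the value here is 33; no filter (102), the replicate block (175), the authors' p-values (78) and leaving out wild type replicate 3 (116) came within 1.5 times, as did the unadjusted p (87), chosen after seeing the values and dropping 45 of the paper's genes over both directions, and the others did not. For the falls the paper gives 4 and the value here is 0 by edgeR's quasi-likelihood test (5 at an unadjusted p with the size threshold, TMM 1, DESeq2 1); no filter gave 4, and the replicate block (22), the authors' p-values (2), the adjusted p alone (11), leaving out wild type replicate 3 (10) and the others (0) stayed apart from it. The unadjusted p, which came close, was chosen after seeing the values and drops the number of genes given above.

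The paper's share of novobiocin genes that also changed with *topA* is 12%, and the supplementary table it cites for it holds genes shared with *topA*-upregulation. On that group the value here is 15.2%, within 1.5 times. Over both *topA* groups, which is a wider measure, the value is 36.4%, and all alternatives for it differ from the paper's value (TMM 34.2%, DESeq2 37.9%, no filter 44.3%, 1 fit 38%, without rRNA and tRNA genes 36.7%, block 25.4%, 1 library left out 0 to 60%). The paper counts 7 stretches of windows with over 5% of genes raised in *topA*-downregulation, and 11 were found here; TMM (5), DESeq2 (10), no filter (6), 1 fit (6) and leaving out wild type replicate 2 or 3 or *topA*-downregulation replicate 2 (10, 8 and 9) came within 1.5 times of the paper's value, and leaving out another library did not (4 to 14). Leaving out the libraries low in rRNA, chosen after seeing the values, gave 8; the paper's stretches were not matched to these 1 by 1, so the number of them it drops was not counted.

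The value here for the rise of *topA*, 15.3-fold, lies inside the paper's range of 15 to 25-fold, near its lower end. It differs from the upper end by over 1.5 times; leaving out wild type replicate 3 gave 16.7, within 1.5 times, and the other alternatives (14.2 to 16.1) did not. The log2 fold change of *sco2171* is 1.63 here and 1.79 in the paper's table of novobiocin genes, a gap which leaving out wild type replicate 2 (1.69) or novobiocin replicate 1 (1.70) brought within the spread, and the other alternatives did not (1.57 to 1.65). The paper's 1.0 to 1.5 M aligned reads stand beside 0.665 to 2.98 M counts in genes here, which is another measure, and no alternative applies. Table 2 lists *tuf3*, an elongation factor gene, in a log2 column with a value (4.60 in the paper) that equals a plain fold, and on that scale the value here is 4.46-fold.

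For *topA*-downregulation and *topA*-upregulation, 454 of the paper's 552 and 165 of its 214 genes were called here, with 91 and 25 calls outside its tables. For *topA*-downregulation the paper mentions a q-value threshold, which need not equal the adjusted p used here. Its novobiocin count used an unadjusted p, so its counts need not rest on 1 criterion. The paper describes the supercoiling-hypersensitive region as weakly transcribed in wild type, and its median gene lay at percentile 64.4 of all genes here. The paper states in its results and for its clusters that novobiocin and *topA* responses share no genes, beside the partial overlap above, and 12 were shared here. It counts *hupA* and *hupS* among the NAP genes that lowered *topA* affected most, and names *dpsA* as profoundly affected as well. Both HU genes passed here, at 0.47 for *hupA* and -0.45 for *hupS*, and *dpsA* had a larger estimate, at -0.95. In the paper's RT-qPCR, in another medium, the changes of *hupA* and *hupS* were seen again and that of *dpsA* was not. The condensin partners *scpA* (0.87) and *scpB* (0.80), which the paper's sentence on NAPs does not cover, had larger estimates too. *scpA* was lost with TMM (adjusted p = 0.0629), with DESeq2 (adjusted p = 0.109) and when 1 library was left out (adjusted p = 0.0711 to 0.123 without wild type replicate 1, 2 or 4 or *topA*-downregulation replicate 1 or 4). *hupA* was lost without wild type replicate 1 (adjusted p = 0.0539) and *hupS* without wild type replicate 2 (adjusted p = 0.0616), all by edgeR's quasi-likelihood test but for DESeq2.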

Other observations

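The choice of genes in this paragraph was made after the values were seen, and the tests of gene lists were set before, except the counts at an unadjusted p. Near the left chromosome end, the 78 genes from *sco0150* to *sco0230* (140368 to 220764), which hold the nitrate reductase genes *sco0216* to *sco0219*, mostly fell with lowered *topA*: 34 fell and 1 rose of 47 tested by edgeR's quasi-likelihood test, with a median log2 fold change of -1.44. With raised *topA*, 4 rose and 1 fell of 49 (median 0.96), and 41 of 58 were higher and 1 lower in *topA*-upregulation than in *topA*-downregulation (median 2.42). An RNA without annotation on the forward strand (6484353 to 6484917) had 3825.5 ± 1453.3 (SD, n = 4) CPM in wild type, 85.4 ± 9.28 (SD, n = 4) CPM in *topA*-downregulation and 602 ± 74.8 (SD, n = 3) CPM in *topA*-upregulation. Another on the reverse strand (4623434 to 4623612), beside *sco4214*, had 215 ± 23 (SD, n = 4) CPM in wild type and 2.22 ± 0.969 (SD, n = 3) CPM in *topA*-upregulation.

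Genes of iron and zinc uptake fell in part with *topA*. In this and the next 2 paragraphs the counts are from edgeR's quasi-likelihood test, brackets give the rises and falls adjusted over the list alone and, where 0 passed, the number at an unadjusted p under 0.05 and by DESeq2, and between the *topA* groups higher means higher in *topA*-upregulation. Of the coelichelin siderophore cluster, 0 of 11 passed with novobiocin (0 and 0, unadjusted 2, DESeq2 0), 8 fell of 11 in *topA*-downregulation (0 and 9), 1 fell of 11 in *topA*-upregulation (0 and 7) and 1 was lower of 11 between the *topA* groups (0 and 1), with camera at adjusted p = 0.00107 with the preset and 0.597 with an estimated correlation in *topA*-downregulation and adjusted p = 0.00176 with the preset and 0.627 with an estimated correlation in *topA*-upregulation; without *topA*-upregulation replicate 3, 9 fell in *topA*-upregulation and 5 were lower there than in *topA*-downregulation, without wild type replicate 3, 5 fell in *topA*-upregulation, and with the replicate number as a block 1 was higher and 1 lower between the groups. Of the desferrioxamine siderophore genes, 0 of 4 passed with novobiocin (0 and 0, unadjusted 2, DESeq2 0), 4 fell of 4 in *topA*-downregulation (0 and 4), 0 of 4 passed in *topA*-upregulation (0 and 0, unadjusted 1, DESeq2 0) and 0 of 4 passed between the *topA* groups (0 and 0, unadjusted 0, DESeq2 0); without *topA*-upregulation replicate 3, 4 fell in *topA*-upregulation (*desB* at -4.66, adjusted p = 0.00459) and 3 were lower there than in *topA*-downregulation. Of the zinc-responsive Zur regulon outside coelibactin, 0 of 9 passed with novobiocin (4 and 0, unadjusted 4, DESeq2 0), 1 fell of 6 in *topA*-downregulation (0 and 1), 2 fell of 5 in *topA*-upregulation (0 and 4) and 2 were lower of 6 between the *topA* groups (0 and 2); camera gave adjusted p = 0.00289 with the preset and 0.652 with an estimated correlation with novobiocin. Of coelibactin genes, 2 fell of 2 in *topA*-downregulation (0 and 2) and 2 fell of 2 in *topA*-upregulation (0 and 2), or 8 of 8 in *topA*-upregulation without its replicate 3. Without wild type replicate 3, 4 coelichelin and 4 desferrioxamine genes fell and 5 Zur genes rose with novobiocin. Of 108 pairs of list and comparison with a tested gene, 62 had a count that moved by over 1.5 times when 1 library was left out, so counts in this and the next 2 paragraphs depend on single libraries.

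Among antibiotic clusters, of actinorhodin genes 0 of 5 passed with novobiocin (1 and 0, unadjusted 1, DESeq2 0), 7 rose of 8 in *topA*-downregulation (7 and 0), 2 rose of 6 in *topA*-upregulation (2 and 0) and 3 were lower of 12 between the *topA* groups (0 and 3); of the calcium-dependent antibiotic 0 of 5 passed with novobiocin (1 and 0, unadjusted 2, DESeq2 0), 2 rose and 1 fell of 6 in *topA*-downregulation (2 and 1), 2 rose of 7 in *topA*-upregulation (4 and 0) and 0 of 11 passed between the *topA* groups (0 and 0, unadjusted 0, DESeq2 0); of coelimycin 1 rose of 7 with novobiocin (1 and 0), 2 rose and 2 fell of 7 in *topA*-downregulation (2 and 4), 1 rose and 1 fell of 6 in *topA*-upregulation (2 and 2) and 3 were higher of 12 between the *topA* groups (3 and 0); of undecylprodigiosin 0 of 1 passed with novobiocin (0 and 0, unadjusted 0, DESeq2 0), 1 rose of 2 in *topA*-downregulation (1 and 0), 0 of 1 passed in *topA*-upregulation (0 and 0, unadjusted 0, DESeq2 0) and 2 were lower of 5 between the *topA* groups (1 and 2). No gene of the spore pigment *whiE* cluster was tested, and of the carotenoid *crt* cluster 2 were higher of 4 between the *topA* groups (3 and 0). Of the ectoine genes, 0 of 4 passed with novobiocin (0 and 0, unadjusted 1, DESeq2 0), 2 rose of 4 in *topA*-downregulation (3 and 0), 0 of 4 passed in *topA*-upregulation (0 and 0, unadjusted 1, DESeq2 0) and 0 of 4 passed between the *topA* groups (0 and 0, unadjusted 0, DESeq2 0), and of the osmotic stress SigB group 0 of 6 passed with novobiocin (0 and 0, unadjusted 2, DESeq2 0), 2 fell of 6 in *topA*-downregulation (0 and 2), 0 of 6 passed in *topA*-upregulation (0 and 0, unadjusted 2, DESeq2 0) and 1 was higher of 6 between the *topA* groups (0 and 0). With the replicate number as a block, the genes higher and lower between the *topA* groups were 5 and 1 of coelimycin, 1 and 2 of undecylprodigiosin, 1 and 0 of ectoine and 2 and 1 of the SigB group. Of coelimycin, 6 were higher without *topA*-upregulation replicate 1 and 0 without its replicate 2.

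Of genes for growth, for the ATP synthase 0 of 9 passed with novobiocin (0 and 0, unadjusted 1, DESeq2 0), 2 rose and 2 fell of 9 in *topA*-downregulation (2 and 2), 0 of 9 passed in *topA*-upregulation (0 and 0, unadjusted 0, DESeq2 0) and 2 were lower of 9 between the *topA* groups (0 and 2); for RNA polymerase and HrdB 0 of 4 passed with novobiocin (2 and 0, unadjusted 2, DESeq2 0), 1 fell of 4 in *topA*-downregulation (0 and 0), 0 of 4 passed in *topA*-upregulation (0 and 0, unadjusted 1, DESeq2 0) and 1 was lower of 4 between the *topA* groups (0 and 1); for cell division 0 of 7 passed with novobiocin (0 and 0, unadjusted 1, DESeq2 0), 2 rose and 1 fell of 7 in *topA*-downregulation (2 and 1), 1 rose of 7 in *topA*-upregulation (1 and 0) and 1 was higher and 2 were lower of 8 between the *topA* groups (1 and 2); for surface proteins of aerial hyphae 0 of 2 passed with novobiocin (0 and 0, unadjusted 0, DESeq2 0), 0 of 2 passed in *topA*-downregulation (0 and 0, unadjusted 1, DESeq2 0), 0 of 2 passed in *topA*-upregulation (0 and 0, unadjusted 0, DESeq2 0) and 1 was lower of 4 between the *topA* groups (0 and 1). For chaperones, 0 of 9 passed with novobiocin (3 and 0, unadjusted 4, DESeq2 1), with camera at adjusted p = 0.011 with the preset and 0.652 with an estimated correlation; for the *oriC* neighbourhood 2 rose of 20 with novobiocin (7 and 0), 1 rose and 5 fell of 20 in *topA*-downregulation (1 and 5) and 1 rose of 21 in *topA*-upregulation (0 and 0), with camera at adjusted p = 0.00134 with the preset and 0.652 with an estimated correlation for novobiocin. Of transposases 0 of 16 passed with novobiocin (0 and 0, unadjusted 3, DESeq2 0), of topoisomerases 2 rose and 3 fell of 5 in *topA*-downregulation (2 and 3) and 1 rose of 5 in *topA*-upregulation (1 and 0), of gas vesicle genes 0 of 8 passed with novobiocin (0 and 0, unadjusted 0, DESeq2 0), and of ribosomal protein genes 0 of 58 passed with novobiocin (0 and 0, unadjusted 3, DESeq2 1) and 2 were higher and 3 were lower of 55 between the *topA* groups (0 and 2); with the replicate number as a block, 28 of the latter were higher and 5 lower between the *topA* groups, and 2 of the aerial surface genes were lower. Without wild type replicate 3, 8 *oriC* genes and 3 ribosomal protein genes rose with novobiocin. For the engineered and thiostrepton loci, which include *topA* and *tipA*, 0 of 5 passed with novobiocin (0 and 0, unadjusted 0, DESeq2 0), 1 fell of 5 in *topA*-downregulation (0 and 1), 2 rose and 1 fell of 5 in *topA*-upregulation (3 and 1) and 3 were higher and 1 was lower of 5 between the *topA* groups (3 and 1), with camera at adjusted p = 8.39e-10 with the preset and 0.0424 with an estimated correlation in *topA*-upregulation.

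Of the RNAs that the tables predict without annotation, every library lay above and below wild type in 89 and 23 of 318 with novobiocin. In *topA*-downregulation these were 275 and 84 of 715, and in *topA*-upregulation 89 and 41 of 494. For both directions together, chance gives 13.3%, 2.86% and 5.71%. Among all tested genes the shares were 27.3%, 45.3% and 24.5%, so chance alone is not the measure for these RNAs. The number of RNAs listed differs between the comparisons, so which were predicted may itself depend on the libraries compared.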
